# A novel high throughput screen to identify candidate molecular networks that regulate spermatogenic stem cell functions^†^

**DOI:** 10.1093/biolre/ioac048

**Published:** 2022-03-04

**Authors:** Tessa Lord, Nathan C Law, Melissa J Oatley, Deqiang Miao, Guihua Du, Jon M Oatley

**Keywords:** spermatogonial stem cell, regeneration, spermatogenesis, screen, high throughput, ID4, SRCAP, histone acetylation, ZSCAN2

## Abstract

Spermatogenic regeneration is key for male fertility and relies on activities of an undifferentiated spermatogonial population. Here, a high-throughput approach with primary cultures of mouse spermatogonia was devised to rapidly predict alterations in functional capacity. Combining the platform with a large-scale RNAi screen of transcription factors, we generated a repository of new information from which pathway analysis was able to predict candidate molecular networks regulating regenerative functions. Extending from this database, the SRCAP-CREBBP/EP300 (Snf2-related CREBBP activator protein-CREB binding protein/E1A binding protein P300) complex was found to mediate differential levels of histone acetylation between stem cell and progenitor spermatogonia to influence expression of key self-renewal genes including the previously undescribed testis-specific transcription factor ZSCAN2 (zinc finger and SCAN domain containing 2). Single cell RNA sequencing analysis revealed that ZSCAN2 deficiency alters key cellular processes in undifferentiated spermatogonia such as translation, chromatin modification, and ubiquitination. In *Zscan2* knockout mice, while spermatogenesis was moderately impacted during steady state, regeneration after cytotoxic insult was significantly impaired. Altogether, these findings have validated the utility of our high-throughput screening approach and have generated a transcription factor database that can be utilized for uncovering novel mechanisms governing spermatogonial functions.

## Introduction

Spermatogenesis is the process by which male gametes are produced that are ultimately destined to contribute genetic information to the next generation. Each sperm is genetically unique and in steady-state conditions, millions are generated daily from puberty until advanced age. The foundation of the spermatogenic lineage is the undifferentiated spermatogonial pool whose actions provide the basis for continuity and robustness of the system that occurs in asynchronized rounds (aka waves) throughout testicular parenchyma [1, 2]. A round of spermatogenesis initiates when a majority of the undifferentiated spermatogonial population (~95% in the mouse) transitions to a differentiating state in response to a pulse of retinoic acid, thus committing to a path of terminal differentiation as sperm [3, 4]. The remaining cells are tasked with regenerating the undifferentiated pool in preparation for a subsequent round of differentiating transition.

In addition to their key role in sustaining steady-state spermatogenesis, a minor portion of the undifferentiated spermatogonial population is responsible for regenerating the spermatogenic lineage following cytotoxic insults such as exposure to clastogens that deplete a majority of the spermatogenic lineage [5, 6]. Also, similar to other stem cell-based systems, a minor portion of the undifferentiated spermatogonial population is able to regenerate continual spermatogenesis following isolation from testicular tissue and then transplantation into seminiferous tubules of a recipient male or back into the donor male at a later date [6, 7]. Thus, regenerative capacity of a subset of the undifferentiated spermatogonial population (the spermatogonial stem cells, “SSCs”) is crucial not just for steady-state spermatogenesis but also for reestablishing the spermatogenic lineage in response to conditions of stress. Not surprisingly, impairment of this potential leads to permanent loss of the germline and infertility. At present, the core molecular mechanisms that influence the regenerative capacity of spermatogonia are largely undefined.

A bottleneck limiting in-depth exploration of the regenerative capacity of SSCs has been lack of knowledge about defining attributes and tools to study the population. In previous studies, we and others found that the regenerative potential in spermatogonia is linked to expression of the transcriptional repressor inhibitor of DNA binding 4 (ID4) [8–10]. Importantly, we developed an ID4-enhanced green fluorescent protein (*Id4-eGfp*) transgenic reporter mouse line that allows for assessing differences in the SSC content of spermatogonial populations following isolation from testicular tissue or after experimental manipulation in vitro [9, 10]. Within testes, spermatogonia with the highest levels of ID4 expression, distinguished as ID4-eGFP^Bright^ in the transgenic model, are a highly enriched, if not pure, population of stem cells [10]. In contrast, the population of spermatogonia with reduced expression of ID4, designated as ID4-eGFP^Dim^, possesses significantly less stem cell capacity and is in transition to becoming transit-amplifying progenitor spermatogonia that are marked as being ID4-eGFP-.

The transition from an SSC to transit-amplifying progenitor state in spermatogonia is characterized by a shift in gene expression, with RNAseq analyses revealing that over 1400 genes are differentially expressed between these subpopulations [9–11], yet the molecular mechanisms driving this transition are undefined. To address this gap in knowledge, we devised a high-throughput screening strategy with primary cultures of spermatogonia derived from *Id4-eGfp* transgenic mice and a large-scale transcription factor-targeting small interfering RNA (siRNA) library. Primary cultures of spermatogonia provide an invaluable resource for large-scale approaches by providing a tractable in vitro system in which SSCs and transit-amplifying progenitors largely retain their functional and gene expression signatures. Functional transplantation experiments have demonstrated that ID4-eGFP+ spermatogonia in primary cultures constitute a population with extensive regenerative capacity, whereas ID4-eGFP- cells represent the much more abundant progenitor pool that lacks stem cell capacity [9]. As a testament to the usefulness of this culture system, an abundance of novel genes that are now known to be integral for spermatogonial functions have been discovered in primary cultures before being further explored in vivo [9, 12–15]*.*

Here, we monitored fluctuation of the ID4-eGFP+ cellular content in primary spermatogonial cultures as a readout for our high-throughput screening platform, creating a database of information for over 1400 different transcription factors. From this information, previously unappreciated gene networks and associated pathways that are potential regulators of cell fate decisions and regenerative capacity in spermatogonia were identified including a role for histone acetylation that is mediated by the SRCAP-CREBBP/EP300 (Snf2 related CREBBP activator protein-CREB binding protein/E1A binding protein P300) complex. This complex was found to influence expression of the testis-specific transcription factor zinc finger and SCAN domain containing 2 (Zscan2). Furthermore, we found that ZSCAN2 plays an important role in maintenance of the SSC pool in vitro and is integral for robust regeneration of spermatogenesis in vivo following exposure to clastogens. Finally, using single cell RNA sequencing (scRNA-seq) we discovered that loss of ZSCAN2 expression alters key cellular processes in undifferentiated spermatogonia, such as translation, chromatin modification, and ubiquitin conjugation. Collectively, these findings demonstrate utility of the high-throughput screening approach and transcription factor database that was generated for making novel discoveries of mechanisms that influence spermatogenic stem cell functions.

## Materials and methods

### Animals

All animal procedures were approved by the Washington State Institutional Animal Care and Use Committee (IACUC). The *Id4-eGfp* mouse line was derived as described previously [9]. *Id4-eGfp* mice were crossed with *Rosa26LacZ* mice (Jackson Laboratories, stock number 112073), and spermatogonia from F1 generation were used to establish primary cultures. For spermatogonial transplantation analysis, F1 hybrids of C57BL6/J (Jackson Laboratories, stock number 000664) and 129S1/SvlmJ (Jackson Laboratories, stock number 112073) were used as recipients and pretreated with 55 mg/kg busulfan (Sigma, B2635) to ablate endogenous spermatogenesis, as described previously [16]. C57BL6/J mice were used as embryo donors for clustered regularly interspaced short palindromic repeats (CRISPR-Cas9) editing, and mutant knockout mouse lines were backcrossed on a C57BL/6 J background.

### Primary spermatogonial cultures

All cultures were established from Thy-1 cell surface antigen (THY1+) testis cell populations isolated from adult (3 months) or postnatal day (PD)6–8 testes and maintained in low oxygen conditions (10% O_2_) on mitotically inactivated SIM mouse embryo-derived thioguanine and ouabain resistant feeder monolayers (STOs) in mouse serum-fee medium (mSFM) supplemented with the growth factors glial cell–derived neurotrophic factor (GDNF) (20 ng/mL; R&D systems, Minneapolis, MN, USA) and fibroblast growth factor (FGF2) (1 ng/mL; BD Biosciences, San Jose, CA, USA), as described previously [10]. During maintenance of the cultures, i.e., before their utilization for the siRNA screen, media was changed every second day and cells were passaged every 6 days onto fresh feeders. For the siRNA screen, cells were isolated from established cultures (at passage 10 or higher), and experiments were completed before the culture reached passage 20 which is a point of in vitro aging that stem cell capacity is known to decline [17]. For experiments utilizing trichostatin A (TSA), cultures were incubated overnight with 10 μM TSA (Sigma, T8552) or dimethyl sulfoxide (DMSO).

### siRNA library transfection

Transfection was carried out using protocols described in Cason and Lord [18]. Specifically, prior to transfection, cultured spermatogonia were isolated from feeder cells by gentle pipetting and distributed across a 96-well cell culture plate at a concentration of 20 000 cells/well. Transfection with siRNAs was facilitated using the Lipofectamine 3000 transfection reagent (ThermoFisher Scientific) at a volume of 0.4 μL/well. The siRNA library used for our large-scale approach was the “mouse siGENOME SMARTpool Transcription Factor library” (GE Dharmacon), which is comprised of 18 × 96 well plates, with 80 wells per plate containing a pool of four siRNAs targeted to a single transcription factor. Although it was not feasible to assess and optimize knockdown efficiency for each of the 1440 transcription factors in the siRNA library, we did utilize the fluorescent oligo “siGLO” (GE Dharmacon) to confirm that transfection efficiency was over 90% (Supplementary Figure S1C). Using this transfection strategy, we have previously demonstrated knockdown efficiencies of 50–80% for targets such as chromodomain helicase DNA binding protein 4 (*Chd4*) [19], RB transcriptional corepressor 1 (*Rb1*) [20], *Id4* [9], Neurogenin 3 (*Neurog3*) [21], and confirmed these trends via preliminary analyses using auxiliary siRNAs from our library (data for *Crebbp*, *Ep300*, and *Srcap* are provided in Supplementary Figure S1D). For transfection, 10 pmol of siRNA from the library was added to the corresponding culture well containing spermatogonia (“Day 0”). Additionally, four control wells were prepared at this time; a Lipofectamine 3000-only control, two wells transfected with a control nontargeted siRNA (GE Dharmacon), and one well transfected with siRNA targeted to *Rb1* to serve as an internal control. Transfection was conducted overnight (16 h), following which spermatogonia were treated with trypsin for 5 min, quenched with 10% fetal bovine serum (FBS), washed in mSFM, and plated back on feeder cell monolayers, maintaining their respective locations on a 96-well culture dish (“Day 1”). Transfected cultures were then maintained until Day 6, at which time they were prepared for flow cytometric analysis. A schematic of the transfection process with the siRNA library is provided in Figure 1A.

**Figure 1:**
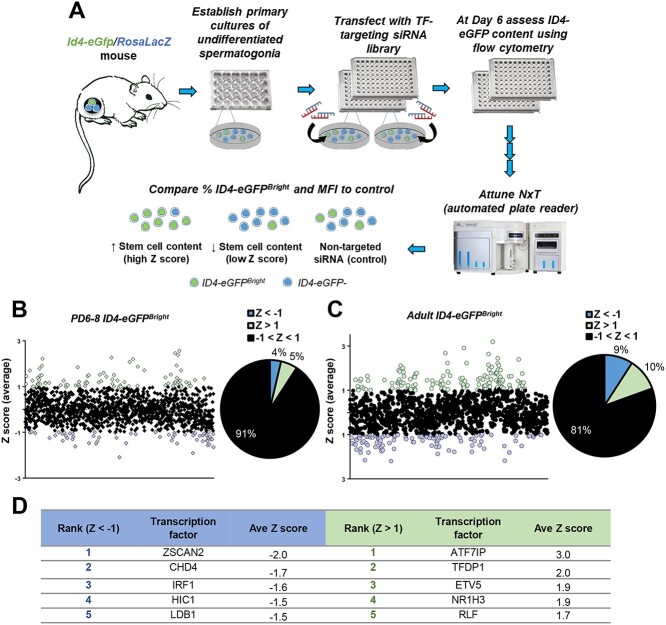
A large-scale siRNA screen to identify transcription factors that regulate spermatogonial activities. (*A*) Schematic of the experimental approach. Primary cultures of undifferentiated spermatogonia were established from *Id4-eGFP/Rosa LacZ* mice, and maintained in a 24-well plate. Spermatogonia were dislodged from the feeder layer, collected and transfected using siRNAs from a library of 1440 transcription factors (TFs) in a 96-well plate format. At 6 days post transfection, ID4-eGFP content was assessed using automated flow cytometry. For each transcription factor analyzed, an average Z-score was calculated that reflected fluctuations in the percentage of ID4-eGFP^Bright^ cells and MFI when compared with the nontargeted siRNA control. (*B*) Average Z-scores corresponding to ID4-eGFP^Bright^ content following knockdown of transcription factors in spermatogonial cultures established from PD6–8 mice (pups) (*n* = 3 independent cultures). Each data point corresponds to knockdown of one transcription factor. (*C*) Pie chart distribution of average Z-scores in pup cultures; 4% and 5% of factors had scores of Z < −1 and >1, respectively. (*D*) Average Z-scores corresponding to ID4-eGFP^Bright^ content following transcription factor knockdown in cultures established from adult mice (*n* = 3 independent cultures). (*E*) Pie chart distribution of average Z-scores in adult cultures; 9% and 10% of factors had scores of Z < −1 and >1, respectively. (*F*) List of transcription factors with the 5 lowest (blue) and 5 highest (green) Z-scores for ID4-eGFP^Bright^ content across all six replicates of the siRNA screen.

### Flow cytometric analysis

At 6 days after siRNA treatment, the ID4-eGFP content in primary cultures was assessed using the automated plate reader function of an Attune NxT flow cytometer (ThermoFisher). Forward and side scatter parameters, gating for the spermatogonial population, and identification of the eGFP+ subpopulations were conducted as described previously [9, 10, 19] and depicted in Supplementary Figure S1A. For assessment of H4K16ac (acetylation of lysine 16 on histone H4), cells collected from primary cultures via trypsin digest were fixed in 4% paraformaldehyde for 6 min at 37 °C, permeabilized in 90% methanol for 15 min on ice, washed once, and incubated overnight at 4 °C with an antibody recognizing H4K16ac (antibody information and dilution located in Supplementary Table S2). After two washes, secondary antibody incubations were carried out for 2 h at room temperature. Cell suspensions were then washed twice and analyzed by an Attune NxT flow cytometer.

### Spermatogonial transplantation

Spermatogonial transplantation was used to assess the regenerative capacity of each primary spermatogonial culture prior to initiating the siRNA screen (i.e., passage 10) and after the screen was completed (i.e., passage 18). For each culture and time point, cells were transplanted into six testes of three different recipient mice. In total, 72 recipient testes and 36 recipient mice were used to assess the stem cell capacity of six primary cultures used for the screen. Briefly, spermatogonial transplantation was conducted using methods described previously [6, 7, 22], with 10 000 cells being microinjected into each testis of a busulfan-treated recipient via the efferent duct. Two months after transplantation, recipients were euthanized and LacZ-expressing donor-derived colonies of spermatogenesis were visualized using X-Gal staining. Following colony counts, a “stem cell number” was determined by calculating the number of colonies produced per 10^5^ cells injected.

### Quantitative RT-PCR

RNA extraction was conducted using Trizol reagent per the manufacturer’s instructions (Invitrogen, CA, USA), followed by treatment with DNase I and reverse transcription using oligo d(T) priming and Superscript III reverse transcriptase (Invitrogen). Primer sequences for real-time quantitative reverse transcription PCR (qRT-PCR) are listed in Supplementary Table S1. Quantitative RT-PCR was conducted using an ABI 7500 fast sequence detection system (Applied Biosystems, Grand Island, NY, USA), and transcript abundance was normalized to the constitutively expressed ribosomal protein S2 (*Rps2*), calculated using the 2^−∆∆Ct^ formula, as described previously [23].

### Immunofluorescent staining

Immunofluorescent staining of testis cross-sections was conducted as described previously [24]. Briefly, paraffin-embedded testes were sectioned and mounted on slides. Slides were dewaxed with xylene and rehydrated in a series of ethanol washes (100, 90, 70, 30, and 0%) before 20 min antigen retrieval in boiling sodium citrate buffer (pH 6). Sections were blocked in serum for 1 h before overnight incubation in primary antibody (individual antibody dilutions provided in Supplementary Table S2). After three washing steps, secondary antibody incubations were carried out for 2 h at room temperature. Slides were mounted in Vectashield containing 4′,6-diamidino-2-phenylindole (DAPI) (Vector Laboratories, USA) and imaged on an IX 51 model inverted microscope (Olympus), and digital images were captured using a DP71 digital microscope camera and CellSense software (Olympus, Tokyo, Japan).

### Western blotting

Western blotting was conducted as described previously [24]. Briefly, protein lysates were collected using radioimmunoprecipitation assay (RIPA) buffer (Thermo Scientific) supplemented with protease inhibitor (Thermo Scientific) and phosphatase inhibitor (Sigma Aldrich) cocktails. Lysates were resolved on a 4–12% Bis Tris NuPAGE gel using an XCell SureLock Mini-Cell electrophoresis system (Invitrogen) and transferred onto nitrocellulose membrane. Membranes were blocked for 1 h with a 5% skim milk solution, diluted in Tris-buffered saline with 0.1% Tween (TBST). Primary antibody incubations were conducted overnight at 4 °C in 5% skim milk/TBST (antibody concentrations provided in Supplementary Table S2). Secondary antibody (goat anti-rabbit IgG HRP, Santa Cruz Biotechnology) was used at a concentration of 1/4000 for 1 h at room temperature. Blots were developed using enhanced chemiluminescence (ECL) prime detection reagent (GE Healthcare, PA, USA) and visualization on an LAS4000 imager (GE Healthcare).

### CRISPR-Cas9 generation of *Zscan2−/−* mice

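The mouse gene Zscan2, listed as ENSMUSG00000038797 and encoding a zinc finger transcription factor with a SCAN domain, lies on the plus strand of chromosome 7 of GRCm38 from 80860920 to 80876537 in the GENCODE annotation. The annotation gives it 5 transcripts, all protein coding. Their start codon occupies positions 80863269 to 80863271, in exon 2 of 4 transcripts and in exon 1 of Zscan2-204. The coding sequence from 80863269 to 80863475, a stretch of 207 bp, is present in all 5 transcripts. It ends where 1 incompletely annotated transcript ends, and the coding end is annotated as not found in 4 of the transcripts, so the full proteins are annotated only for Zscan2-201. In the longest, Zscan2-201, the coding sequence has 1842 bp. Its first part ends with exon 2 at 80863671 and its second part runs from 80874936 to 80876374 in exon 3, followed by the stop codon and the 3′ UTR. No other annotated gene overlaps Zscan2 on either strand. Neither of the genotyping primers, TGCCTTGTTTCTCAGCAGTCT and CCCTCTGTGGTTCTGTCTTACC, occurs in any of the 141767 annotated transcripts searched on both strands, so the primers were not placed by this search.

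**Figure D1:**
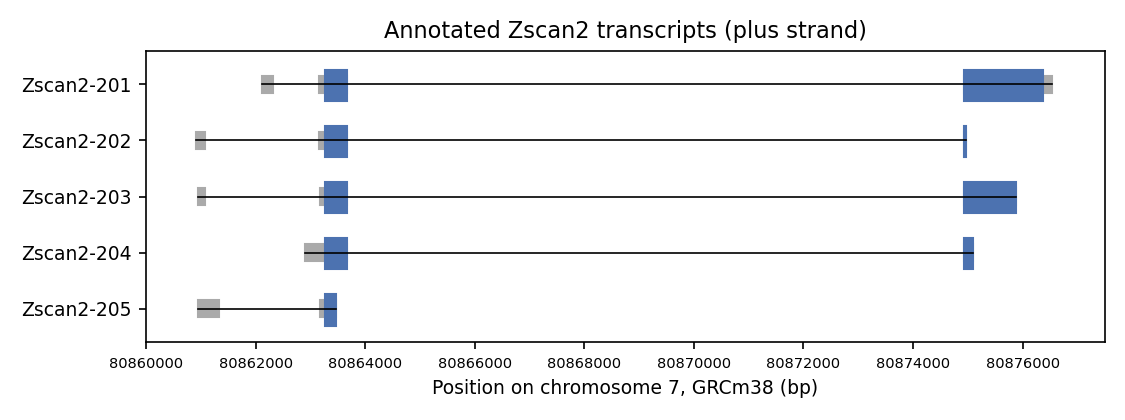
Annotated transcripts of Zscan2, drawn to scale by position in bp on chromosome 7 of GRCm38. Wide blue boxes are coding sequence, narrow grey boxes are untranslated parts of exons and lines are introns; every transcript has coding sequence from 80863269.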

Two guide RNAs (gRNAs) were designed for deleting a large portion of the protein coding region of the *Zscan2* gene (Supplementary Figure S6C and D). Single guide RNAs (sgRNAs) were selected based on off-target predictor scores provided by the online software programs CRISPOR (http://crispor.tefor.net/) and CRISPR Design (http://crispr.mit.edu/). sgRNAs with an off-target predictor score of >80 were then further screened based on the following criteria: (1) proximity to the start codon, (2) adjacent to protospacer adjacent motif (PAM) sequence in sense and antisense directions, and (3) homologous targets in both alleles. Selected sgRNAs targeting *Zscan2* were then generated (sequences provided in Supplementary Figure S6D). PCR (using DreamTaq, Thermo Fisher Scientific, Waltham, MA, USA) was firstly used to create two overlapping oligonucleotides: (1) CRISPR (GAAATTAATACGACTCACTATAGGN_18-20_*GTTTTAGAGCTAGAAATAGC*) that incorporates sequence specific for the desired target site, the GGN20 guide sequence, and T7 promoter sequence; and (2) a common oligonucleotide that contains the sgRNA stem loop structure for docking of Cas9. The resultant single-stranded DNA (ssDNA) was purified using a Qiaquick Gel Purification kit (Qiagen, Hilden, Germany) and used as a template for synthesis of sgRNA with the MEGAshortscriptTM Kit (Thermo Fisher Scientific, Waltham, MA, USA). Mature sgRNAs were cleaned up (Turbo Dnase, Thermo Fisher Scientific, Waltham, MA, USA) and purified using the MEGAclear™ Kit (Thermo Fisher Scientific, Waltham, MA, USA) and eluted at ~2000 ng/μL in TE buffer (10 mM Tris–HCL, 0.1 mM EDTA, pH 7.4). Resultant sgRNAs were stored in aliquots at −80 °C for up to 6 months.

For generation of mice, a microinjection solution was created that contained sgRNAs (100 ng/μL each) and Cas9 mRNA (200 ng/μL) (TriLink Biotechnologies, San Diego, CA, USA) diluted in Tris-EDTA (TE) buffer at 1:1 mass ratio and then incubated at room temperature for 10 min. Opti-MEM Reduced Serum media with no phenol red (Gibco/Thermo Fisher Scientific, Waltham, MA, USA) was then added to provide a final reaction volume of 20 μL. Microinjected zygotes were surgically transferred into pseudo-pregnant recipient females. A founder male carrying a 245 bp deletion (frameshift mutation) allele was produced (Supplementary Figure S6C–F) and used to establish a *Zscan2* edited mouse line.

### Single cell RNA-sequencing

To generate enriched spermatogonial populations for scRNA-seq, testes from three PD8 wild type mice, and three PD8 *Zscan2−/−* mice were digested into single cell suspensions and subjected to THY1+ magnetic-activated cell sorting (MACS) selection according to the manufacturer’s protocol, and as described previously [17]. Equal numbers of THY1+ spermatogonia from each wild-type mouse were combined into a single population for complementary DNA (cDNA) library preparation, and an equivalent population was created using pooled *Zscan2−/−* spermatogonia. These populations of undifferentiated spermatogonia were also “spiked” with unselected cells from the MACS preparation, to ensure that the differentiating spermatogonia pool was also captured in our single-cell analysis. Live cells from wild type and *Zscan2−/−* mice were loaded into a Chromium Controller (10X Genomics, Inc.), and single-cell cDNA libraries were generated as per the manufacturer’s instructions. Wild-type and *Zscan2−/−* libraries were pooled and sequenced in a single lane on an Illumina HiSeq 4000 (Genomics and Cell Characterization Core Facility, University of Oregon). Raw base call files were demultiplexed using the 10X Genomics Cell Ranger pipeline and aligned to the mouse mm10 transcriptome.

Wild-type and *Zscan2−/−* transcriptomes were imported into Seurat and merged into a single object [25]. Doublets and cells with low-quality transcriptomes were filtered from the dataset, and testicular somatic cells were excluded based on expression of previously characterized markers for each subpopulation [26]. The data was then normalized and scaled using Seurat. The “FindVariableGenes” function was used to identify variable genes for use in principle component analysis. For clustering and t-distributed stochastic neighbor embedding (*t*-SNE) graphing, 14 significant principal components were used (resolution set to 0.5).

### Data analyses

For the siRNA screen, six different primary cultures of spermatogonia were utilized as biological replicates; three derived from PD6–8 and three from adult (>2 months of age) mice. In each replicate, normalized values were produced using readout from the nontargeted siRNA control. A Z-score was then calculated using the formula: [*Z* = (*X* − *μ*)/*σ*], where *X* is the normalized value for each data point, *μ* is the mean, and *σ* is the standard deviation (calculated using GraphPad Prism software, version 6 (La Jolla, CA, USA)). For qualitative analyses of siRNA screen output, the DAVID Bioinformatics Resources (V6.8) [27, 28] and STRING (V10.5) [29] platforms were utilized. For these analyses, lists of candidates scoring either Z > 1 or Z < −1 were used.

All additional experiments were conducted with a minimum biological replication of three. All quantitative data is presented as Mean ± standard error of the mean (SEM). Differences between means were determined statistically using the one-way analysis of variance (ANOVA) or *t*-test function of GraphPad Prism 6 software. Multiple comparison analysis was carried out using the Tukeys post-hoc test function of GraphPad. A value of *P* < 0.05 was considered to be statistically significant.

## Results

### Design of a high-throughput screen to assess fluctuations in regenerative capacity

To predict alterations in the regenerative capacity of the undifferentiated spermatogonial population on a large scale, we devised a high-throughput screening approach with primary cultures of spermatogonia established from either prepubertal pup or adult *Id4-eGfp* transgenic mice (Figure 1A). The approach utilizes flow cytometric analysis (FCA) to measure alterations in the ID4-eGFP+ content of the cultured cell population. To quantitate changes in the proportion of SSCs (ID4-eGFP^Bright^), cells transitioning to the progenitor state (ID4-eGFP^Mid/Dim^), and cells in the transit-amplifying progenitor state (ID4-eGFP-), the eGFP profile of the cultured spermatogonial population was divided into quadrants on a scatter plot (Supplementary Figure S1A). To validate the readout, we monitored changes in the percentage of ID4-eGFP^Bright^ cells and mean fluorescent intensity (MFI, a reflection of overall changes in the ratio of stem cell, transitory, and progenitor spermatogonia) of the entire cultured population in response to siRNA knockdown of retinoblastoma protein (*Rb1*) expression (Supplementary Figure S1B), a molecule that is required for maintenance of the regenerative spermatogonial population [20, 30]. Treatment conditions were optimized to achieve >95% siRNA transfection efficiency (Supplementary Figure S1C) and a 50–80% knockdown efficiency (Supplementary Figure S1D), and considering that the self-renewal rate of stem cells in primary cultures of spermatogonia is ~5.6 days [31], we assayed the ID4-eGFP profile 6 days after transfection. As expected, the proportion of the cell population that was measured as ID4-eGFP^Bright^ was significantly (*P* < 0.01) reduced by 32 ± 2.0% (mean ± SEM, *n* = 4 different cultures) in *Rb1* siRNA treated cultures compared with control cultures treated with a nontargeting siRNA; whereas the proportion of the population that was ID4-eGFP^Mid^ or ID4-eGFP^Dim^ was not different between *Rb1* siRNA and control cultures (Supplementary Figure S1B). Similarly, the MFI of the culture overall was significantly reduced (*P* < 0.001) by 40 ± 3.2% (mean ± SEM, *n* = 8 different cultures) (Supplementary Figure S1B). Both levels of reduction (ID4-eGFP^Bright^ content and MFI) align with the decrease in regenerative capacity of *Rb1* siRNA treated cultures measured previously by functional transplantation [20]. These data validate the approach of using alteration in ID4-eGFP content of primary spermatogonial cultures as a readout of altered SSC maintenance. In the course of carrying out these validation experiments, we found that taking into account both alteration in the ID4-eGFP^Bright^ population and MFI provided an optimal readout from siRNA mediated knockdown of gene expression (Supplementary Figure S1B). Therefore, further analyses focused on a combination of these measures to identify transcription factor networks influencing regenerative capacity of cultures. However, raw data depicting fluctuations in the percentage of total ID4-eGFP+, eGFP^Dim^, and eGFP^Mid^ cells, as well as changes in cell viability have been provided in Supplementary Dataset S1.

Using the optimized methodology for siRNA transfection and FCA of the ID4-eGFP profile in cultures, we next aimed to conduct a large-scale high throughput screen of transcription factors to identify potentially novel regulators of spermatogenic stem cell capacity. To achieve this, we used the mouse siGENOME SMARTpool Transcription Factor Library from Dharmacon Inc. that includes pooled siRNAs for 1440 transcription factors (Figure 1A). To provide comprehensive coverage, the screen was conducted with six different primary cultures of spermatogonia; three cultures derived from PD6–8 mice (designated as “pup cultures”), and three cultures derived from adult (3 months of age) mice (designated as “adult cultures”). Importantly, stem cell content in all cultures was confirmed via spermatogonial transplantation at the beginning and end of the screening process (Supplementary Figure S1E and F). At the conclusion of the siRNA screen, an average Z score was calculated for each data point (i.e., transcription factor) pertaining to each experimental parameter; i.e., ID4-eGFP^Bright^ content and MFI (Figure 1B–E and Supplementary Figure S2A and B). As expected, knockdown of a majority of transcription factors analyzed did not significantly disrupt the dynamics of the cultured population; however, at a threshold of Z > 1 and Z < −1, a significant number of candidate regulators were identified based on the knockdown causing a reduction or increase in ID4-eGFP^Bright^ content or MFI. In evaluating the ID4-eGFP^Bright^ dataset from pup cultures, 5% of transcription factors fell in the Z > 1 range and 4% in the Z < −1 range (Figure 1C). In adult cultures 10 and 9% of factors were in the Z > 1 and Z < −1 ranges, respectively (Figure 1E). For MFI analyses, 5 and 9% of transcription factors were in the Z > 1 range for pup and adult cultures, respectively, whereas 2 and 4% of transcription factors were in the Z < −1 range for pup and adult cultures, respectively (Supplementary Figure S2A and B). Collectively, this large-scale database provides a key resource for identifying potential novel regulators and transcription factor networks driving regenerative capacity in spermatogonia. The entire raw dataset is available for download as Supplementary Dataset S1.

From the database of information generated by the screen, we aimed to identify a list of prime candidate transcription factors that potentially regulate fate decisions in spermatogonia. To achieve this, the top 5 factors with the highest and lowest average Z scores across all six biological replicates of the screen based on alterations in ID4-eGFP^Bright^ content (Figure 1F) or MFI (Supplementary Figure S2C) were selected. In total, 18 factors were identified from this combined filtering that included ETS variant 5 (*Etv5)* and *Rb1* both of which have been demonstrated previously to be important for stem cell function in spermatogonia [20, 32], and *Chd4*, which we have recently demonstrated to be integral for SSC maintenance [19]. The remaining 15 factors have not been described in previous studies as regulators of spermatogonial functions and therefore represent novel candidates that potentially influence maintenance of stem cell capacity, transition to a progenitor state, or regenerative capacity.

### Identification of putative transcription factor networks that influence stem cell capacity in spermatogonia

To gain deeper insight, we sought to use the siRNA screen database for identifying interactive networks that potentially influence the maintenance of stem cell capacity in spermatogonia. To achieve this, the dataset was filtered for all genes with a Z score of >1 and < −1 based on alterations in the ID4-eGFP^Bright^ population and MFI of the culture overall which yielded 547 factors. From this list, we firstly used the DAVID Bioinformatics Resources platform to identify pathways that potentially regulate stem cell maintenance (i.e., we analyzed factors whose knockdown in expression led to a reduction in the ID4-eGFP^Bright^ population and MFI (Z < −1)). The top 10 significantly enriched pathways are listed in Figure 2A. From these, we chose Notch, hypoxia-inducible factor-1 (HIF-1), and forkhead box transcription factor (FOXO) signaling for further analysis using the STRING platform (Figure 2C–E, Supplementary Dataset S1). Interestingly, a subset of candidate factors were found to be present in all three protein networks, namely CREBBP (a “top 5” prime candidate flagged in Supplementary Figure S2C) and EP300, which are core members of the CREB acetylation complex. In addition to these molecules, SRCAP and forkhead box O1 (FOXO1) which are also known to participate in the CREB-mediated acetylation complex were present in the protein network atlases for HIF-1 and FOXO signaling. To validate these bioinformatic-based findings, we further analyzed the impact of knocking down expression of CREBBP, EP300, SRCAP, and FOXO1 in primary cultures of undifferentiated spermatogonia on changes in the dynamics of the ID4-eGFP subpopulations (Supplementary Figure S3A and B). Outcomes revealed a significant (*P* < 0.001) decline of the ID4-eGFP^Bright^ population compared with cultures treated with nontargeting control siRNA for all factors (Supplementary Figure S3A and B), in the absence of any significant changes in cell viability (Supplementary Dataset S1). Taken together, these findings support a model in which the CREB complex and interacting proteins are involved in acetylation of genes that influence maintenance of the stem cell state in spermatogonia.

**Figure 2:**
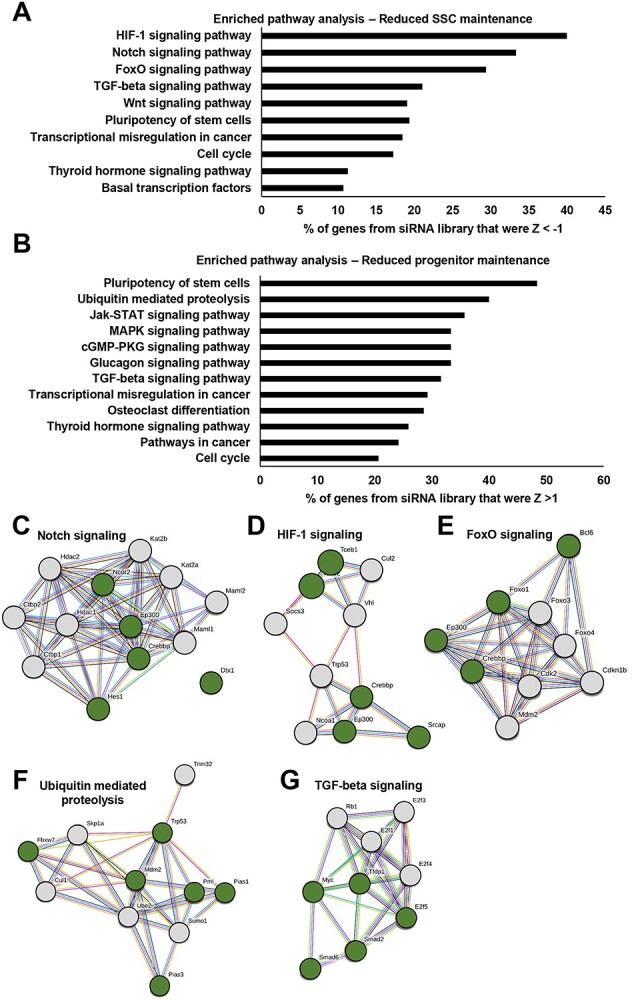
Pathway analysis of transcription factors flagged as being important for maintenance of stem cell content in primary cultures of undifferentiated spermatogonia. (*A* and *B*) Significantly enriched pathways identified from DAVID bioinformatics analysis of transcription factors scoring Z < −1 (A) or Z >1 (*B*) in ID4-eGFP^Bright^ content and MFI. Values are the percentage of transcription factors in each category that scored Z < −1 or Z > 1 in comparison to all transcription factors of the full siRNA library. (*C*–*E*) STRING analysis to assess interaction among top-ranking pathways for Z < −1 factors; Notch signaling (*C*), HIF-1 signaling (*D*), and FoxO signaling (*E*). Green circles denote proteins in the network that scored Z < −1 in the siRNA screen. Common to these pathways was a core cluster of transcription factors that comprise or interact with the CREB acetylation complex, i.e., CREBBP, EP300, and SRCAP. (*F* and *G*) STRING analysis to assess interaction among top-ranking pathways for Z > 1 factors; ubiquitin-mediated proteolysis (*F*), and TGF-beta signaling (*G*). Green circles denote proteins in the network that scored Z > 1 in the siRNA screen.

As a complement to experiments described above, we also investigated the list of candidate transcription factors with a Z score of >1 that potentially drive the stem cell-to-progenitor transition (i.e., factors whose knockdown in expression led to an increase in the ID4-eGFP^Bright^ population and MFI) using the DAVID platform. The top 10 significantly enriched pathways are listed in Figure 2B. Notably, this analysis yielded pathways regulating ubiquitin-mediated proteolysis, transforming growth factor (TGF)-beta signaling, cell cycle progression, and pluripotency. In addition, STRING analysis identified interacting protein complexes, particularly in the categories of ubiquitin mediated proteolysis (Figure 2F, Supplementary Dataset S1) and TGF-beta signaling (Figure 2G, Supplementary Dataset S1).

Of particular interest was the top-ranking candidate in the ID4-eGFP^Bright^ dataset (Figure 1F), activating transcription factor 7 interacting protein (ATF7IP), a transcriptional co-repressor/activator with genetic polymorphisms that have been linked to germ cell tumor formation in humans [33]. Interestingly, the percentage of ID4-eGFP^Bright^ cells in both adult and pup cultures was significantly (*P* < 0.001) increased by >2-fold in cultures subjected to *Atf7ip* knockdown compared with the nontargeted siRNA control cultures (Supplementary Figure S3C and D). The total number of ID4-eGFP^Bright^ cells was 2-fold greater in *Atf7ip* knockdown cultures; whereas the number of cells in the other subpopulations (i.e., eGFP-, eGFP^Dim^, and eGFP^Mid^) was not significantly altered (Supplementary Figure S3C and D), suggesting that proliferation within the stem cell pool may have been impacted. Interestingly, methyl-CpG binding domain protein 1 (MBD1), a known binding partner of ATF7IP, was also flagged in the Z > 1 screen database. Further assessment of the dataset revealed that *Mbd1* knockdown also led to a significant (*P* < 0.001) increase by 2-fold in the percentage of ID4-eGFP^Bright^ cells in primary cultures derived from adult mice; however, this trend was not observed in pup cultures (Supplementary Figure S3C). Taken together, these data suggest that ATF7IP working in concert with MBD1 influences the stem cell-to-progenitor transition and/or stem cell proliferation in spermatogonia and demonstrate that future investigations using our database as a resource should consider the effect of transcription factor knockdown on proliferation/mitotic index.

### Comparison of responses in pup versus adult spermatogonia to transcription factor knockdown

Spermatogonial populations in testes of prepubertal pups and adult mice have seemingly different properties, owing to their trajectories of establishing the spermatogonia pool and driving the first wave of spermatogenesis, versus maintaining steady-state spermatogenesis, respectively [10, 26]. Thus, we next sought to use the database generated by the large-scale screen to identify commonality and uniqueness in transcription factors that potentially influence functional capacities. To achieve this, changes in Z score (∆Z) for all 1440 transcription factors analyzed based on alterations in the ID4-eGFP^Bright^ content (Supplementary Figure S4A) and MFI (Supplementary Figure S4B) were used to compare adult and pup cultures. The mean ∆Z for both parameters was ~0.59 and knockdown of ~84% of transcription factors caused a similar response in pup and adult cultures (i.e., ∆Z score was <1); whereas knockdown of ~16% of transcription factors produced a ∆Z score of >1. Filtering for a ∆Z score of >2 yielded 21 and 25 transcription factors whose knockdown produced a significantly different response in pup versus adult cultures for the parameters of ID4-eGFP^Bright^ content (Supplementary Figure S4C) and MFI (Supplementary Figure S4D), respectively. To explore these further, we combined the lists and conducted pathway analysis (Supplementary Figure S4E, Supplementary Dataset S1). Enriched pathways included those regulating pluripotency of stem cells and transcriptional misregulation in cancer. The differential response of pup versus adult spermatogonia to the knockdown of a small number of transcription factors aligns with findings from previous scRNAseq analyses, in which a suite of differentially expressed genes (DEGs) was identified between SSCs at these age points [26]. Combined, our data and previously published RNAseq datasets [26] will provide an interesting starting point for future investigations into age-related differences in spermatogonia function.

### Use of the screen database to identify the CREB complex as a mediator of differential histone acetylation in stem cell and progenitor spermatogonia

In light of the screen outcomes flagging the CREB complex components SRCAP, CREBBP, and EP300, which are all highly expressed in SSCs based on previously published RNAseq data [10], we next aimed to explore whether their known role of modulating histone H4 lysine 16 acetylation (H4K16ac) in other cell types [34] is also at play in spermatogonia. First, using FCA with primary cultures of spermatogonia established from *Id4-eGfp* transgenic pups, we found that the overall level of H4K16ac was greater by ~12.1 ± 0.9% (mean ± SEM, *n* = 3 different cultures) in the SSC-enriched ID4-eGFP^Bright^ population compared with the ID4-eGFP^Mid^ and ID4-eGFP^Dim^ counterpart populations (Figure 3A). In addition, treatment of the cultures with TSA which increases overall histone acetylation through inhibition of histone deacetylases led to an increase in the proportion of the population that was ID4-eGFP^Bright^ and ID4-eGFP^Mid^ with a concomitant decline in the ID4-eGFP- population (Supplementary Figure S5B), thus suggesting that histone acetylation levels overall influence the progenitor-to-SSC transition. Second, focusing on SRCAP as the prime activator of the complex, we found that knockdown of expression by siRNA treatment led to a significant (*P* < 0.05) reduction of >2.7-fold in H4K16ac levels of the ID4-eGFP^Bright^ population specifically without altering levels in either the ID4-eGFP^Mid^ or ID4-eGFP^Dim^ populations (Figure 3A). In addition, TSA treatment caused a significant (*P* < 0.05) increase in *Id4* gene expression whereas *Srcap* siRNA treatment resulted in significant (*P* < 0.05) reduction (Figure 3B). Moreover, a similar response was measured for expression of *Zscan2* (Figure 3C), which was the top-ranking Z < −1 prime candidate identified from the screen (Figure 1F). Collectively, these findings suggest that CREB complex (in particular SRCAP) mediated H4K16ac levels in spermatogonia may influence stem cell and progenitor states (Figure 3D). However, additional analyses, such as spermatogonial transplantation following knockdown of CREB complex components, should be the focus of future studies to consolidate these findings.

**Figure 3:**
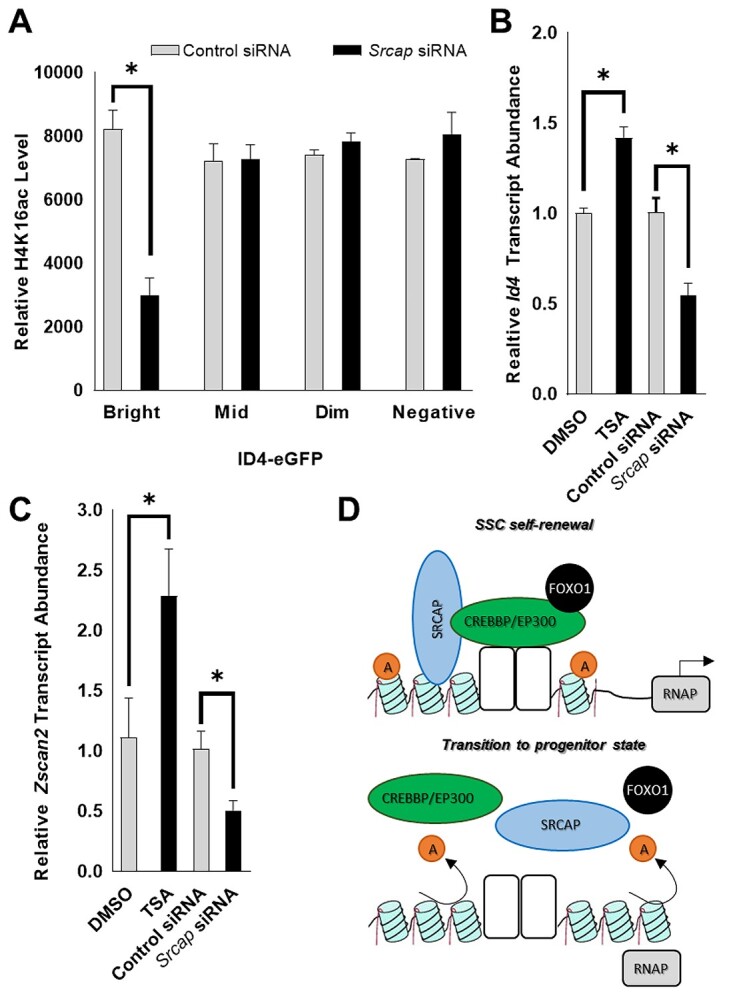
Influence of H4K16ac levels on the stem cell state in spermatogonia. (*A*) Relative levels of H4K16ac in ID4-eGFP expressing subpopulations of primary cultures of undifferentiated spermatogonia treated with nontargeting control or *Srcap* siRNA. The *y*-axis values are mean fluorescent intensity units derived from flow cytometric analysis with an antibody that recognizes H4K16ac. (*B* and *C*) Relative abundance of *Id4* (*B*) and *Zscan2* (*C*) transcripts in primary cultures of undifferentiated spermatogonia following treatment with TSA or *Srcap* siRNA to increase or decrease H4K16ac levels, respectively. Nontargeting siRNA or DMSO was used for controls. Data are derived from qRT-PCR analyses. Data in *A*–*C* are mean ± SEM for *n* = 3 different cultures and ^*^ denotes significantly different at *P* < 0.05. (*D*) Proposed role of the CREB acetylation complex and interacting proteins on influencing functional capacities in spermatogonia.

### Selection of *Zscan2* as a prime candidate for in vivo functional exploration

Next, we sought to explore the utility of information generated by the screen for identifying novel regulators of regenerative capacity in spermatogonia by conducting in-depth analysis of a single factor. To select a prime candidate, a multistage process was employed. First, we filtered out the top 5 transcription factors with a Z score of <−1 for both changes in ID4-eGFP^Bright^ content and MFI. Second, we searched GEO databases for the expression profile of each factor to identify any that are expressed highly or exclusively in testes. Third, factors that had not been previously characterized as being expressed in spermatogonia were given priority. This process yielded *Zscan2* as a prime candidate, and considering that its expression level in primary cultures of spermatogonia was found to be influenced by SRCAP-mediated H4K16ac levels, we selected it for in-depth analysis. The amino acid sequence of ZSCAN2 is highly conserved among mammalian species (Supplementary Figure S6A), and based on transcriptome profiling, gene expression is restricted to the brain and testis [35]. Using qRT-PCR analysis, we found that *Zscan2* gene expression in the testis is >10-fold higher compared with the brain and undetectable in other tissues of mice (Figure 4A). In addition, *Zscan2* transcript abundance was found to be greatly reduced in testes of W/Wv mice that are depleted of endogenous germline but contain somatic cells [36, 37], indicating that expression in the testis is largely attributed to germ cells (Figure 4A). In primary spermatogonial cultures derived from either pup or adult mice, knockdown of *Zscan2* by siRNA treatment resulted in a reduction of ID4-eGFP^Bright^ cell content by ~50% compared with control cultures treated with nontargeting siRNA (Figure 4B). Moreover, based on Western blot analysis of FACS isolated cell populations from testes of PD8 mice, ZSCAN2 protein was detectable in both ID4-eGFP^Bright^ and ID4-eGFP^Dim^ spermatogonia (Figure 4C). Localization of ZSCAN2 in cross-sections of adult mouse testes by immunofluorescent staining further confirmed expression by spermatogonia as well as spermatocytes and round spermatids (Figures 4D, Supplementary Figure S6B). ZSCAN2 expression (red fluorescence) within undifferentiated spermatogonia was again demonstrated, this time via co-staining with an anti-promyelocytic leukemia zinc finger (PLZF) antibody (green fluorescence) (Figure 4D, lower images), while antibody staining in Sertoli cells (SOX9+, green, Figure 4D, upper images) was shown to be nonspecific based on continued antibody reactivity in *Zscan2−/−* sections. Expression of ZSCAN2 by spermatogonia was also detectable in cross-sections of prepubertal (3–4 months of age) bovine and porcine testes (Supplementary Figure S6B), and can be observed in cross-sections of adult human testes [Human Protein Atlas, https://www.proteinatlas.org/ENSG00000176371-ZSCAN2/tissue/testis#img, [38]]. Further, >88% homology in the amino acid sequences for ZSCAN2 exists between mouse, human, bovine, and porcine (Supplementary Figure S6A). Considering the highly conserved nature of *Zscan2* as a testis-enriched gene in mammalian species, we chose to further explore the role of this molecule in the regulation of spermatogenesis.

**Figure 4:**
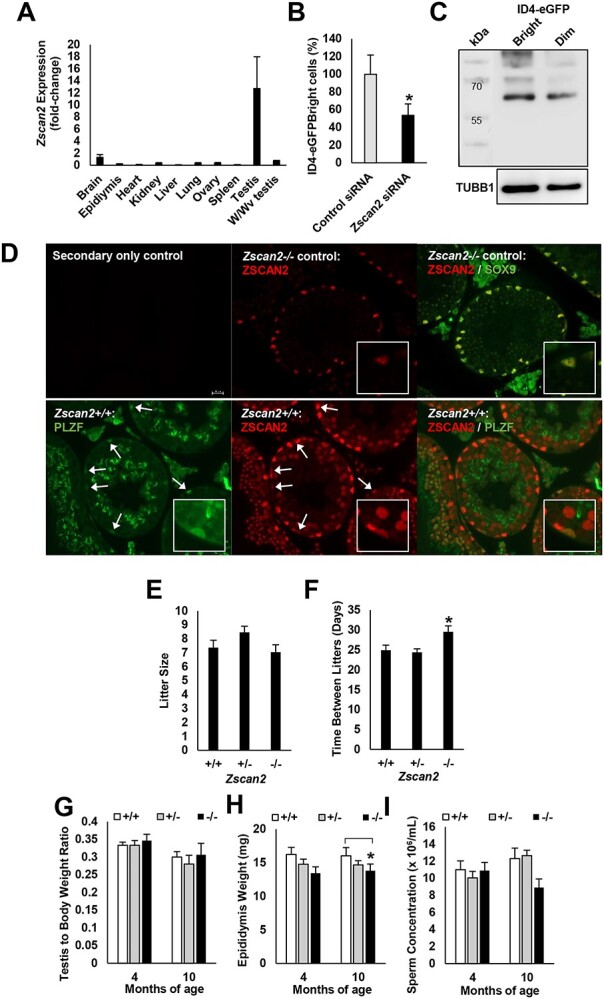
Impact of ZSCAN2 deficiency on steady-state spermatogenesis. (*A*) Quantitative PCR analysis of *Zscan2* transcript abundance in different tissues of adult mice. The expression level in testes was >10-fold higher compared with all other tissues analyzed. Data are mean ± SEM for *n* = 3 different mice. (*B*) ID4-eGFP^Bright^ content in primary cultures of undifferentiated spermatogonia treated with *Zscan2* or nontargeted control siRNA. Data are mean ± SEM for *n* = 6 different primary cultures and ^*^ denotes significantly different at *P* < 0.05. (*C*) Western blot analysis of relative ZSCAN2 protein (~67 kDa, arrow) levels in ID4-eGFP^Bright^ and ID4-eGFP^Dim^ subpopulations in PD8 mouse testes. Tubulin was used as a loading control. (*D*) Immunofluorescent staining for ZSCAN2 (red) in cross-sections of adult mouse testes. Intense staining is evident in undifferentiated spermatogonia (PLZF+, green cells highlighted by white arrows, lower images) and in spermatocytes and round spermatids. Staining in Sertoli cells (SOX9+, green, upper images) was found to be nonspecific, as fluorescence persisted in *Zscan2−/−* testis sections. Magnified images provided in inset. (*E*–*F*) Fertility assessment of *Zscan2−/−* male mice in comparison to wild type (*Zscan2+/+*), and heterozygous (*Zscan2+/−)* littermates. Data are mean ± SEM for *n* = 3 different male mice each genotype paired with two wild-type females every 2 months over a 10-month period and ^*^ denotes significantly different at *P* < 0.01. (*G*–*I*) Comparison of testis weight, epididymal weight, and sperm production in *Zscan2+/+*, *Zscan2+/−*, and *Zscan2−/−* male mice at 4 and 10 months of age. Data are mean ± SEM for *n* = 3 mice of each genotype at each age and ^*^ denotes significantly different at *P* < 0.05.

### Generation of a *Zscan2* knockout mouse line

A mutant animal model of impaired *Zscan2* function had not been reported in the literature, thus we generated a knockout mouse line using CRISPR-Cas9 technology. To achieve this, a dual guide RNA (gRNA) approach was devised to target exon 2 of the murine *Zscan2* gene (Supplementary Figure S6C and D). These gRNAs were combined with Cas9 mRNA and introduced into zygote stage embryos from C57BL6/J mice followed by transfer to pseudo-pregnant recipients*.* From these transfers, a founder male containing a 245 bp deletion allele in a region of the gene that is common to all known transcript variants, and that disrupted the reading frame of *Zscan2*, was selected for building a line on a C57BL6/J genetic background in which homozygous animals lacked expression of ZSCAN2 (Supplementary Figure S6E and F, Figure 4D). The *Zscan2* deletion allele was transmitted at an expected Mendelian inheritance. Both *Zscan2+/−* and *Zscan2−/−* animals were healthy and thrived into adulthood. Outcomes of a 10 month breeding trial revealed no difference in fecundity between *Zscan2+/+*, *+/−*, and *−/−* littermates (Figure 4E), although the time between litters was significantly longer (*P* < 0.01) for wild-type females that were paired with *Zscan2−/−* males when compared with those paired with *Zscan2+/−* or *+/+* males (Figure 4F). Accordingly, at 4 and 10 months of age the testis to body weight ratio was not found to be different between *Zscan2−/−*, *+/−*, and *+/+* males (Figure 4G); however, the paired epididymal weight was significantly (*P* < 0.05) reduced for *Zscan2−/−* males compared with *Zscan2+/+* controls (Figure 4H). Additionally, relative sperm concentration in the caudal epididymis was reduced by ~18% in *Zscan2−/−* males compared with *Zscan2+/+* control males at 10 months of age (*P* = 0.09, assessed via mincing of the caudal epididymides and calculating the number of sperm per mL of diluent) (Figure 4I). Taken together, these findings suggest that while mice heterozygous for the *Zscan2* deletion exhibit a reproductive phenotype identical to that of wild-type controls, homozygous *Zscan2* deletion causes a minor quantitative disruption of spermatogenesis during homeostatic conditions.

### ZSCAN2 is required for normal regeneration of the spermatogenic lineage following cytotoxic insult

In nonhomeostatic conditions, the sustainment of fertility following exposure to environmental stressors such as clastogens relies on efficient regeneration of the spermatogenic lineage that initiates with the activities of the undifferentiated spermatogonial population. It can be postulated that cultured SSCs may align with SSCs in regenerative conditions in vivo, given that they are passaged every 6 days and are thus tasked with proliferation to repopulate the culture dish. We speculated that this may explain the discrepancy between our findings following *Zscan2* knockdown in culture when compared with homeostatic conditions in the *Zscan2* knockout mouse. Thus, to assess whether ZSCAN2 is functionally important for SSC function in regenerative conditions in vivo, we designed an experimental scheme that included exposing *Zscan2−/−* and *+/−* males to a low dose (20-mg/kg body weight) of the chemotoxic drug busulfan and assessing spermatogenesis several months later (Figure 5A). In wild-type males, exposure to busulfan causes depletion of the endogenous germline and at low doses the effect is transient with complete regeneration after a timeframe that would constitute one or two rounds of spermatogenesis. Although spermatogenesis was mildly altered in *Zscan2−/−* mice maintained under homeostatic conditions, at 12 weeks following low dose busulfan treatment, regeneration of spermatogenesis was significantly impaired compared with *Zscan2+/−* control counterparts (Figures 5B–E, Supplementary Figure S7; “untreated” control is from Zscan2+/− mice). We found that the testis-to-body weight ratio was significantly (*P* < 0.05) reduced by 36 ± 4.7% (*n* = 4 different mice) for *Zscan2−/−* mice compared with *Zscan2+/−* mice (Figure 5B). In accordance, relative sperm concentration in the cauda epididymis was also significantly (*P* < 0.05) reduced by 66 ± 13.5% (*n* = 4 different mice) in *Zscan2−/−* males (Figure 5C). Moreover, the percentage of seminiferous tubules lacking spermatogenesis in cross-sections of testes from *Zscan2−/−* mice was greater by 3-fold compared with +/− counterparts (Figure 5D and E). Finally, in assessing the number of undifferentiated spermatogonia (PLZF+) per tubule, there was a 70% reduction in *Zscan2−/−* mice (*P* < 0.001, *n* = 4 different mice, Figure 5F and G), suggesting that regeneration of the undifferentiated population is indeed defective in the knockout line.

**Figure 5:**
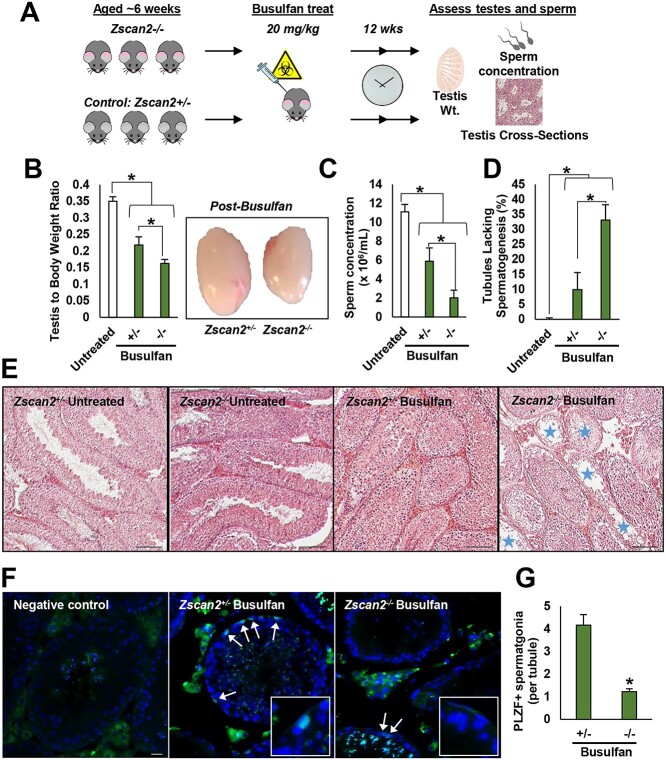
Impact of ZSCAN2 deficiency on regenerative capacity of the spermatogenic lineage following clastogen exposure. (*A*) Schematic of the experimental strategy. (*B*–*G*) Spermatogenic phenotype at 12 weeks post busulfan treatment for Zscan2−/− and Zscan2+/− mice. (*B* and *C*) Testis to body weight ratio and caudal epididymal sperm concentration (*C*); “untreated” controls shown in bar graphs are Zscan2+/− mice, which are not statistically different from Zscan2−/− and Zscan2+/+ at this age point (refer to Figure 5G–I), data are mean ± SEM. for *n* = 4 mice of each genotype and ^*^ denotes significantly different at *P* < 0.05. (*D* and *E*) Representative images of testicular cross-sections stained with Hematoxylin and Eosin and quantification of the percentage of seminiferous tubules lacking spermatogenesis. Blue stars denote seminiferous tubule cross-sections that are devoid of spermatogenesis. Data in D are mean ± SEM for *n* = 4 mice of each genotype and five different cross-sections per testis and ^*^ denotes significantly different at *P* < 0.05. (*F* and *G*) The number of undifferentiated spermatogonia (PLZF+, green fluorescent cells, highlighted by white arrows) per tubule was calculated via immunofluorescence analysis. Data are mean ± SEM. for *n* = 4 mice of each genotype and ^*^ denotes significantly different at *P* < 0.001.

Lastly, we aimed to begin defining a mechanism of action for ZSCAN2 in regulating regenerative capacity of the spermatogenic lineage. To address this, scRNA-seq analysis was conducted on the THY1+ undifferentiated spermatogonial populations isolated from PD8 testes of *Zscan2+/+* (*n* = 3) and *Zscan2−/−* (*n* = 3) mice (depicted in schematic in Figure 6A). 

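The data analysed here are the UMI counts of the single Zscan2+/+ library, made on the Chromium platform from THY1+ testis cells of 3 mice at postnatal day 8 that were pooled in equal numbers before library preparation. THY1 is a surface protein used to enrich undifferentiated spermatogonia, and the paper added unselected testis cells to the preparation to capture differentiating spermatogonia as well. The shares of cell types therefore follow from this mixture. The Zscan2−/− library was not analysed here. The authors demultiplexed the reads with Cell Ranger, aligned them to the mouse mm10 transcriptome and deposited a matrix of UMI counts without normalization. It held 970 cell barcodes and 27998 listed genes, of which 18722 had a UMI, with 11358045 UMIs in total. Each barcode had between 2655 and 44915 UMIs, with a median of 9115. The paper's text gives no thresholds for its removal of doublets and low-quality cells. Cells were kept here with at least 500 genes, under 10% of UMIs from mitochondrial genes and no doublet call by scrublet, which left 920 cells. Of the barcodes, 10 had fewer genes than this limit, 36 had a mitochondrial share at or over it and 4 were called doublets. The mitochondrial limit mattered most to the number of cells. With a limit of 5%, only 442 cells were kept. The cells were clustered with Seurat using 14 principal components and a resolution of 0.5, as in the paper's methods, and the germ cells were then clustered again. As the mice were pooled into 1 library there are no replicates, no test was made, and all intervals are exact 95% intervals that cover counting error only.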

Analysis of scRNA-seq was conducted on a merged dataset containing 593 *Zscan2+/+* and 583 *Zscan2−/−* spermatogonia. 

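After clustering of the 920 kept Zscan2+/+ cells, 324 were in germ cell clusters, a share of 35.2% (exact binomial interval 32.1 to 38.4%). Germ cell clusters were recognised from Ddx4, Dazl, Zbtb16, Sohlh1, Taf4b and Tdrd1. The other 596 cells were in clusters with markers of somatic cells. These were 255 Sertoli-like, 186 stromal-like, 94 peritubular myoid-like, 35 macrophage-like and 26 T cell-like cells, the last a small cluster whose myoid markers scored close behind its T cell markers. Clusters were named from the mean over cells of log-normalized marker expression. A first rule based on summed CPM (UMIs per 1000000 UMIs) was replaced after its outcome was seen, since it named the largest germ cell cluster after red blood cells and left 136 germ cells. In that cluster a single barcode held 3604 of the 3703 UMIs of the hemoglobin gene Hba-a1 found in all germ cells. When cells were instead kept for having a UMI of Ddx4 or Dazl, whatever their cluster, 410 cells were kept, 88 of them in somatic clusters.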

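The 324 Zscan2+/+ germ cells held 5555070 UMIs. Per cell the mean was 17145 UMIs (SD over cells 8521) and the median 18216.5. The mean number of genes with at least 1 UMI was 3978 per cell (SD over cells 1357), with a median of 4393. The somatic cells of the same library had a mean of 8991.5 UMIs and 2746 genes. These SDs describe the spread between cells of 1 library and are not errors of a replicated measurement. Limiting the mitochondrial share to 5% moved these values most, to 7362 UMIs and 2262 genes per cell in the 67 germ cells that remained. In germ cells 6.81% of all UMIs came from mitochondrial genes, against 4.57% in somatic cells.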

Each cell had an average of 10,818 unique molecular indices (UMIs) and 2682 genes detected. 

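Clustered alone, the 324 Zscan2+/+ germ cells formed 4 clusters, which were named from fixed marker lists. The list for spermatogonial stem cells (SSCs) was Id4, Etv5, Bcl6b, Lhx1, Nanos2 and Eomes. That for progenitors was Neurog3, Nanos3, Eno1, Msi2, Upp1, Sox3 and Rarg, and that for differentiating spermatogonia was Stra8, Kit, Uchl1, Sycp3, Rhox13 and Dmrtb1. One cluster of 112 cells was SSC-like (34.6% of germ cells, exact binomial interval 29.4 to 40.0%) and 1 of 79 cells was progenitor-like (24.4%, interval 19.8 to 29.4%). The remaining clusters, of 101 and 32 cells, were both differentiating-like, together 133 cells (41.0%, interval 35.6 to 46.6%). The median number of UMIs per cell was 22293 in SSC-like, 19446 in progenitor-like and 10878 in differentiating-like cells. The boundary between SSC-like and progenitor-like cells depended on the resolution. At a resolution of 0.3 there were 2 clusters and none was SSC-like, and at 1.2 there were 6 clusters with an SSC-like share of 13.9%. The progenitor-like name is the least firm. Its cluster was led by the hemoglobin genes Hba-a1 and Hbb-bs and had 1 progenitor marker, Upp1, among its top 10 genes. Held against the markers of somatic cells too, it would have stayed unnamed, while without the single barcode rich in hemoglobin neither hemoglobin gene was among the top 10 and Upp1 remained. A difference from the paper's classes may come from these rebuilt names.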

Unsupervised clustering projected onto *t*-distributed stochastic neighbor embedding (tSNE) analysis plots revealed 7 populations (Supplementary Figure S8A) that could be categorized into SSC, progenitor, and differentiating spermatogonial pools based on expression of known markers (Figure 6B–D, Supplementary Figure S8B and C and listed in Supplementary Dataset S1). Effective clustering of these three populations can be appreciated by distinct gene expression profiles represented via heatmap in Figure 6C. 

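Since the markers that named the clusters cannot also test them, Gfra1 and Ret were held out of the naming. Gfra1 had 57.7 CPM in SSC-like cells (exact Poisson interval 48.5 to 68.0), 34.6 CPM in progenitor-like cells (25.7 to 45.6) and 2.40 CPM in differentiating-like cells (0.655 to 6.16). Ret had 74.8 CPM in SSC-like and 66.4 CPM in progenitor-like cells, which differed by less than counting error (log2 ratio 0.17, interval -0.19 to 0.54), and 1.80 CPM in differentiating-like cells. With 2000 variable genes chosen by the vst method, which moved these ratios most, the log2 ratios of SSC-like over progenitor-like cells were 2.30 for Gfra1 and 1.01 for Ret. To separate clustering from measurement, each UMI was also drawn at random into 1 of 2 sets, with cells clustered on the first set and values taken from the second; this alternative was chosen after the first values were seen. It gave 98 SSC-like, 98 progenitor-like and 141 differentiating-like cells. Of these SSC-like cells 82 were SSC-like and 12 were T cell-like from the undivided counts, and the top 10 genes of their cluster included S100a6, Fcer1g and Coro1a. The top 10 genes of this cluster held 0 SSC markers, with or without the T cell-like cells, and those of the progenitor-like cluster held 0 progenitor markers and the hemoglobin gene Hbb-bs, so both names rest on the mean expression of the markers and not on leading genes. The log2 ratio of Gfra1 between SSC-like and progenitor-like cells was 0.96 (interval 0.32 to 1.62), and 1.01 (0.37 to 1.67) without these T cell-like cells and 1 more in the progenitor-like class, against 0.74 from the undivided counts. Beyond the named genes and markers, the 5 genes with the largest ratio of SSC-like over other germ cells were Nefm, Dusp6, Phlda1, Mest and Fam111a. For Nefm the log2 ratio was 3.47, and 3.61 in the set not used for clustering, without the T cell-like cells. In progenitor-like cells they were Ddit4, Foxf1, Fbxo32, Igfbp6 and Ptch1, where the log2 ratio of Ddit4 was 2.82 and that of Ptch1 was 1.75, and 0.95 in the same set and cells. In differentiating-like cells they were Ly6k, Pcsk1n, Esx1, Cited1 and Trpv2. These genes were ranked among germ cells only. Igfbp6 had 83.0 CPM in progenitor-like but 1588 CPM in stromal-like cells. Ddit4, Fbxo32 and Ptch1 were also higher in a somatic class than in progenitor-like cells. Foxf1 was not, with 67.8 CPM against 0.373 CPM in all somatic cells. RNA carried over from somatic cells was not tested as a source. From the distinct expression profiles in Figure 6C, the paper concludes that the clustering into 3 populations was effective.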

In observing distribution of *Zscan2+/+* and *Zscan2−/−* cells, there was no bias in terms of contribution to specific clusters (Figure 6E). Comparisons of these datasets did however identify a number of DEGs between *Zscan2+/+* and *Zscan2−/−* populations in stem cell, progenitor and differentiating clusters (Figure 6F, Supplementary Dataset S1); 79.3% of DEGs exhibited downregulated expression in *Zscan2−/−* populations, while only 20.7% were upregulated. Gene ontology (GO) analysis was used to determine the top 5 biological processes represented in downregulated and upregulated DEG lists (Supplementary Figure S8D, only two biological processes were found to be enriched in the “upregulated” DEG list). Similarities existed across the three spermatogonial subpopulations in that “translation” was consistently downregulated, and as such, an interacting network of proteins involved in translation was found to be common to the list of “top 10 DEGs” in each category (Supplementary Figure S8E). GO analysis of “Functional categories” also revealed that proteins involved in acetylation were commonly downregulated across stem cell, progenitor and differentiating subsets (Supplementary Figure S8D). GO terms that were unique to DEGs in the SSC population included protein import into the nucleus, and ubiquitin conjugation (both downregulated), as well as cell redox homeostasis (upregulated) (Supplementary Figure S8D). To provide further representation of the summarized data for DEGs, additional graphical visualization was conducted for Ubiquitin-52 Amino Acid Fusion Protein (*Uba52*); a protein involved in regulation of translation, chromatin modification, and ubiquitin conjugation. 

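In the Zscan2+/+ library Zscan2 had few UMIs, with 9 in SSC-like, 10 in progenitor-like and 12 in differentiating-like cells, or 3.68 CPM (exact Poisson interval 1.68 to 6.99), 6.91 CPM (3.32 to 12.7) and 7.21 CPM (3.73 to 12.6). No difference in Zscan2 between the classes was detectable at this depth, since the log2 ratio of SSC-like over progenitor-like cells was -0.91 with an exact conditional binomial interval of -2.39 to 0.54. A resolution of 1.2, the alternative that moved this ratio most, gave -0.43. A Zscan2 UMI was found in 8.04% of SSC-like, 12.7% of progenitor-like and 8.27% of differentiating-like cells, against 1.96% of Sertoli-like, 3.76% of stromal-like and 6.38% of peritubular myoid-like cells, whose median depths were 8343, 8370.5 and 7446 UMIs. In peritubular myoid-like cells Zscan2 had 6 UMIs, or 8.10 CPM (2.97 to 17.6), a value above those of the germ cell classes with an interval that overlaps theirs. With each cell thinned to 5000 UMIs the shares in the germ cell classes and in Sertoli-like cells were 2.73%, 5.56%, 1.03% and 0.851%. Thinning left out 2 SSC-like, 7 progenitor-like, 36 differentiating-like and 20 Sertoli-like cells of lower depth. The thinned share in all 279 germ cells kept was 1.79%, below what the class shares together would give. The thinned shares rest on few cells and move with the random draw, so no order of the classes is read from them.

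**Figure D2:**
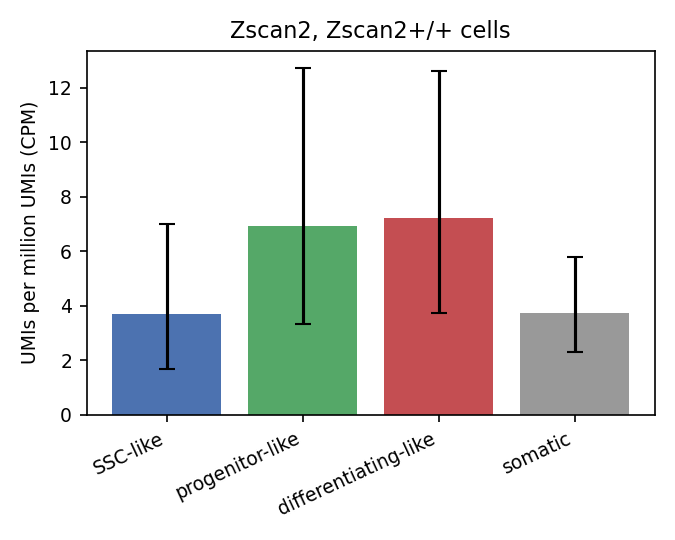
Level of Zscan2 in UMIs per 1000000 UMIs, summed over the SSC-like, progenitor-like, differentiating-like and somatic cells of the Zscan2+/+ library. Bars are values of 1 library and error bars are exact 95% Poisson intervals; the germ cell classes are at 3.68, 6.91 and 7.21 CPM and their intervals overlap.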

In the *Zscan2+/+* dataset, dot plots depict highest levels of *Uba52* expression in the SSC population, with step-wise reductions in expression upon the progenitor and differentiating transitions; a trend that mimics expression of *Zscan2* itself (Supplementary Figure S8F). Subsequently, in *Zscan2−/−* cells, the decline in *Uba52* expression is appreciable across each spermatogonial subpopulation (Supplementary Figure S8F). In considering the possibility that diminished *Uba52* expression and impairment of associated pathways may be linked with reduced capacity for regeneration of the germline in *Zscan2−/−* mice, it is important to note that, like *Zscan2*, siRNA targeted knockdown of *Uba52* in primary cultures of undifferentiated spermatogonia caused a significant (*P* < 0.05) reduction in the percentage of ID4-eGFP^Bright^ cells (Supplementary Figure S8G, pup culture).

**Figure 6:**
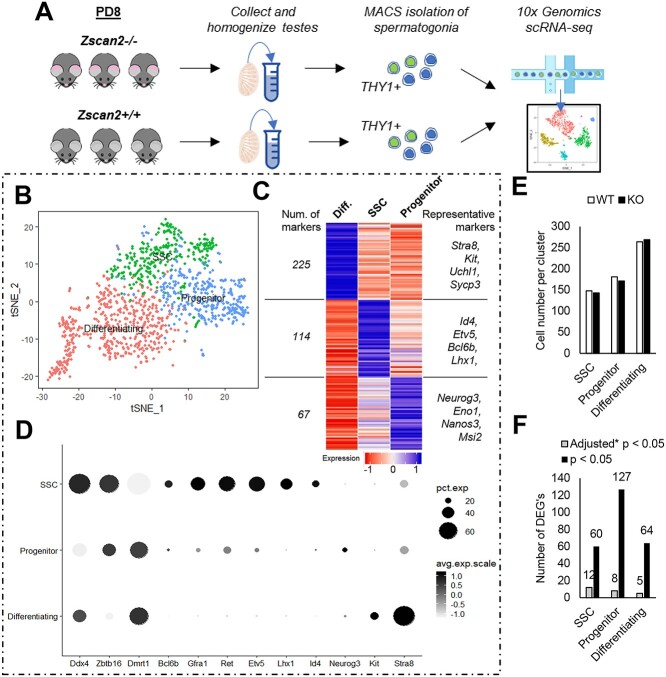
scRNA-seq analysis of ZSCAN2 deficient pup spermatogonia. (*A*) Schematic of the experimental scheme. (*B*) Merged tSNE analysis of germ cells from *Zscan2+/+* and *Zscan2−/−* mice to delineate spermatogonial stem cells (SSCs), progenitor spermatogonia, and differentiating spermatogonia subpopulations based on the expression of distinguishing markers. (*C*) Heatmap representation of differential marker gene expression for SSC (*Id4, Etv5, Bcl6b, Lhx1*), progenitor (*Neurog3, Eno1, Nanos3, Msl2*), and differentiating (*Stra8, Kit, Uchl1, Sycp3*) spermatogonial subsets. (*D*) Dot plot depiction of differentially expressed genes across spermatogonial subsets. *Ddx4*, *Zbtb16*, and *Dmrt1* are pan-germ cell markers; *Bcl6b*, *Gfra1*, *Ret*, *Etv5*, *Lhx1*, and *Id4* are SSC markers; *Neurog3* is a progenitor marker, and *Kit* and *Stra8* are expressed in differentiating spermatogonia populations. Dot color represents level of expression and dot size represents percentage of cells in a cluster in which expression could be detected. (*E*) Distribution of cells across clusters from *Zscan2+/+* and *Zscan2−/−* mice. (*F*) Number of differentially expressed genes (DEGs) in SSC, progenitor and differentiating spermatogonial subpopulations from *Zscan2−/−* mice compared with *Zscan2+/+* mice. Data are DEGs with *P* < 0.05 and adjusted *P* < 0.05 (based on Bonferroni correction using all genes in the dataset).

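In the Zscan2+/+ germ cells Ddx4 had 143 CPM in SSC-like, 127 CPM in progenitor-like and 129 CPM in differentiating-like cells, against 3.36 CPM in the somatic cells of the library. Dmrt1 had 282, 326 and 311 CPM in these classes and also 137 CPM in Sertoli-like cells. Zbtb16 varied more, with 110 CPM in SSC-like cells, 187 CPM in progenitor-like cells and 40.3 CPM in differentiating-like cells, a log2 ratio of 2.21 between the last pair (exact interval 1.82 to 2.62). Bcl6b, Etv5, Lhx1, Id4, Neurog3, Kit and Stra8 took part in naming the clusters, so their levels describe the classes and do not test them. Ddx4 and Zbtb16 helped to recognise the germ cell clusters, so the contrast of Ddx4 with somatic cells does not test that step. Id4 had only 50 UMIs in SSC-like and 18 in progenitor-like cells, or 20.4 and 12.4 CPM, and its log2 ratio of 0.72 had an interval of -0.09 to 1.58. Lhx1 had 64.6 CPM in SSC-like, 13.8 CPM in progenitor-like and 2.40 CPM in differentiating-like cells, but without a limit on mitochondrial UMIs its log2 ratio of progenitor-like over differentiating-like cells was -1.79. Neurog3 had 49.1 CPM in progenitor-like, 3.27 CPM in SSC-like and 10.8 CPM in differentiating-like cells. Stra8 had 917 CPM in differentiating-like cells, and 109 and 106 CPM in SSC-like and progenitor-like cells. That near equality depended on the processing, since the log2 ratio of SSC-like over progenitor-like cells, 0.04, was -4.63 at a resolution of 1.2, -0.82 without a limit on mitochondrial UMIs, -0.41 with variable genes by vst and -1.70 in the count split.

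**Figure D3:**
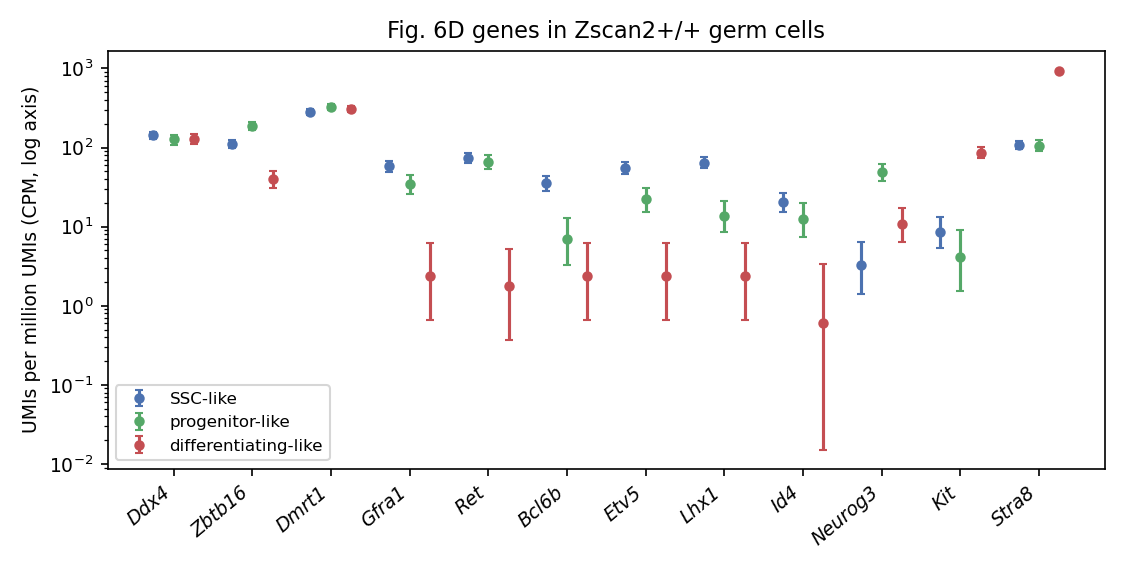
Levels of the genes of Fig. 6D in UMIs per 1000000 UMIs, on a log axis, in the SSC-like, progenitor-like and differentiating-like cells of the Zscan2+/+ library. Points are sums over the cells of 1 library and error bars are exact 95% Poisson intervals; Zbtb16 ranges from 40.3 to 187 CPM between classes.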

## Discussion

Proper control of regenerative capacity in spermatogonia is critical for the continuation of spermatogenesis in homeostatic conditions and following gonadotoxic insult. In the current study, we developed a novel high-throughput screening approach using primary cultures of spermatogonia derived from *Id4-eGfp* transgenic mice to generate an extensive new repository of information for individual transcription factors. This information has major utility for modeling potential networks and pathways that regulate activities of the undifferentiated spermatogonial population which possesses the regenerative capacity for the spermatogenic lineage. In particular, using this database we uncovered previously unappreciated roles for the CREB acetylation complex and ZSCAN2 as important influencers of spermatogenic stem cell function, thus validating its utility.

The screening methodology devised for the current study provides a novel means to rapidly and in a high throughput manner assess fluctuations in the stem cell capacity of the undifferentiated spermatogonial population. As such, the approach has utility as an alternative to the only other verified method for quantitatively assessing alterations in stem cell function of an experimental population, spermatogonial transplantation [6, 7, 39]. The utilization of primary cultures of spermatogonia in our pipeline makes it particularly useful for large scale assessment of molecular pathways and gene families by facilitating the expansion of cell populations that are lowly abundant in vivo, while concomitantly retaining the distinct functional properties and gene expression signatures of these cells. Beyond this, adaptations on the methodology may be valuable for prescreening of toxic effects on the undifferentiated spermatogonial pool in a drug development pipeline, or for large-scale exploration into the role of genes that regulate other key processes influencing undifferentiated spermatogonial functions such as metabolism and epigenetic programming.

The extensive repository of information generated using our high-throughput pipeline provides a key resource for the field. Indeed, the collective outcome from siRNA knockdown of over 1400 transcription factors in this study revealed previously unappreciated individual factors and networks that are predicted to be fundamental for regenerative capacity in spermatogonia. Importantly, the validity of results produced using this approach have been demonstrated within the parameters of our siRNA screen via the successful identification and classification of transcription factors that have been previously characterized to be required for maintenance of stem cell function, such as RB1 [20], FOXO1 [40], CHD4 [19], and GLIS3 [41], and conversely, the identification of confirmed negative regulators of stem cell capacity such as FBXW7 [42]. Indeed, 45 of 547 genes identified using this screen have been previously found to be differentially expressed between SSC and progenitor populations via RNA-seq analysis (using the stringent cutoff of *P* < 0.001) [10]. However, our results also reveal the complexities of regulatory loops controlling gene expression in SSCs, which can complicate interpretation of the screen output. Specifically, siRNA targeting of endogenous *Id4* and *Etv5* resulted in upregulation of *Id4-eGfp* transgene expression, despite their known requirement for SSC maintenance [9, 32]. Given that endogenous ID4 exerts autoregulatory repression [43] via a regulatory region that is also shared by the transgene (E-box region) [9], loss of endogenous ID4 likely releases a “handbrake” on transgene expression, causing it to increase. Because ETV5 has been demonstrated to influence dimerization of basic helix-loop-helix (bHLH) factors [44], it is possible that *Etv5* knockdown thus impairs the capacity for ID4 to sequester bHLH binding partners that target its own E box promoter, releasing them to initiate upregulated transcription of the *Id4-eGfp* transgene. Regardless of these nuances in the siRNA screen readout, we predict that the database produced will be useful for investigators as a starting point for assessing whether a transcription factor of interest may influence either maintenance of stem cell function or the stem cell-to-progenitor transition in spermatogonia. Also, this database provides a means to identify important regulatory genes that may not be differentially expressed between spermatogonial populations at the transcript level, but instead may be posttranscriptionally regulated or posttranslationally modified to elicit alternate functions in SSC and progenitor populations.

An intriguing outcome of the siRNA screen was flagging components of the CREB acetylation complex as potential regulators of spermatogenic stem cell function. In other cell types, this complex influences the acetylation of histones; facilitating transcription factor binding and thus transcriptional activation. Primarily, the acetyltransferase enzyme CREBBP was identified in our “top 5” list of factors whose knockdown resulted in reduced MFI. We confirmed that loss of CREBBP and EP300 acetyltransferase expression, as well as knockdown of the binding partner SRCAP that upregulates activity of the complex [45], instigated a transition from self-renewal to a transit-amplifying progenitor state. In addition, knockdown of *Srcap* in primary cultures of spermatogonia led to a reduction in H4K16ac levels specifically in the ID4-eGFP^Bright^ population along with a decrease in expression of both *Id4* and *Zscan2*. These findings suggest that the CREB complex mediates high levels of H4K16ac in spermatogonia to promote expression of key genes that drive stem cell maintenance, potentially in a manner similar to the role in regulating self-renewal of embryonic stem cells [46]. Also, these results integrated well with the identification of FOXO, Notch, and HIF-1 signaling as potential regulators of regenerative capacity in spermatogonia. Although the role of FOXO signaling in regulation of spermatogenic stem cell function is well established, with conditional knockout mouse models demonstrating that FOXO1 is important for male germline maintenance [40], the potential importance of the CREB protein complex in facilitating the regulatory action of FOXO1 has not previously been appreciated. Interaction of FOXO1 with CREBBP and EP300 has been proposed to be indispensable for FOXO1-driven transcription (reviewed in [47]). In support of this concept, we found that individual knockdown of FOXO1, CREBBP, and EP300 elicited a similar response of reduced stem cell content in primary cultures of undifferentiated spermatogonia.

Another key outcome of our use of the screen to identify new factors regulating spermatogonial functions was the flagging of *Zscan2*. Building upon findings from a descriptive study published three decades ago [35], our gene expression analyses revealed that *Zscan2* is a testis-enriched transcription factor in the mouse with elevated expression in the undifferentiated spermatogonial pool. Beyond the seemingly testis specificity in the mouse, we found that *Zscan2* gene structure and expression is evolutionarily conserved, inferring a potentially important role in sustaining male fertility for several mammalian species. Importantly, we report the first generation of a *Zscan2* null mouse model to study its role in spermatogenesis. Despite previous reports of *Zscan2* expression in the developing embryo (from E14.5 onwards in the mouse) [35], the null mouse model exhibited no aberrations in germ cell specification or testis development, suggesting an indispensable role in these formative processes. In assessing spermatogenesis in adulthood, results of a breeding trial suggested that ZSCAN2 is dispensable for steady-state spermatogenesis. However, the context in which the animals were maintained in a highly controlled environment without exposures to physiological stressors or cytotoxic insults likely does not reflect the context in which animals and humans typically live, thus a true role in maintaining integrity of the spermatogenic lineage could not be fully appreciated. Indeed, we discovered that normal regeneration of spermatogenesis following exposure to a cytotoxic insult (i.e., the chemotherapeutic agent busulfan) was compromised in a ZSCAN2 deficient state. As low-dose chemotherapeutic exposure has been demonstrated previously to mimic the effects on spermatogenesis elicited by other stressors such as famine [48], it is plausible that ZSCAN2 provides an evolutionary advantage in terms of fertility preservation in times of environmental strain.

Collectively, outcomes of the current study describe a novel high-throughput methodology for screening of candidate factors that influence regenerative capacity of the undifferentiated spermatogonial population and provide a database of information for the male germline stem cell field to fuel future investigations on transcription factor networks that regulate spermatogonial biology. Our investigation has identified a number of previously unappreciated factors and networks that can be predicted to regulate regenerative fitness. In particular, we have uncovered a potential role for the CREB complex in promoting H4K16ac levels to upregulate expression of genes that influence the stem cell state of spermatogonia, including *Zscan2* which encodes for a novel, highly conserved, testis-enriched transcription factor whose actions underlie efficient regeneration of the spermatogenic lineage in vivo. We have demonstrated that restoration of spermatogenesis is severely impaired in male mice with ZSCAN2 deficiency following exposure to the clastogen busulfan, a finding that may have implications in a clinical medicine setting for advising cancer patients on risk of fertility defects following treatment and help explain idiopathic infertility of men, domestic animals, wildlife, or endangered species that may be caused by environmental stressors.

## Supplementary Material

Supp_figures_ioac048 Click here for additional data file.

Supplemental_tables_ioac048 Click here for additional data file.

Supplemental_dataset_S1_ioac048 Click here for additional data file.

## Data Availability

Transcriptome (scRNA-seq) data generated and analyzed in this study are available from the GEO database (accession number GSE197497).

# Supplementary material for: A novel high throughput screen to identify candidate molecular networks that regulate spermatogenic stem cell functions
**Source:** Biol Reprod. 2022 Mar 4;106(6):1175–90. doi: 10.1093/biolre/ioac048
**Supplement:** Supplemental_tables_ioac048

Table S1: Primers used for genotyping and qRT-PCR analysis

| GENE          | PRIMER                           | PRODUCT SIZE |
|---------------|----------------------------------|--------------|
| <i>Zscan2</i> | (Genotyping)                     |              |
|               | F-5'- TGCCTTGTTTCTCAGCAGTCT -3'  |              |
|               | R-5'- CCCTCTGTGGTTCTGTCTTACC -3' | 543 bp       |
|               | (qRT-PCR)                        |              |
|               | Taqman probe Mm_00437360_m1      | 70 bp        |
| <i>Id4</i>    | (qRT-PCR)                        |              |
|               | Taqman probe Mm_00499701_m1      | 102 bp       |
| <i>Crebbp</i> | (qRT-PCR)                        |              |
|               | Taqman probe Mm01342452_m1       | 66 bp        |
| <i>Ep300</i>  | (qRT-PCR)                        |              |
|               | Taqman probe Mm00625535_m1       | 145 bp       |
| <i>Srcap</i>  | (qRT-PCR)                        |              |
|               | Taqman probe Mm00613213_m1       | 75 bp        |
| <i>Rps2</i>   | (qRT-PCR)                        |              |
|               | Taqman probe Mm01971861_g1       | 62 bp        |

Table S2: Antibodies used for Western blotting and Immunofluorescence

| TARGET           | ANTIBODY                           | CONCENTRATION | ISOTYPE |
|------------------|------------------------------------|---------------|---------|
| <i>ZSCAN2</i>    | Rabbit pAb to ZSCAN2               | WB: 1/4000    | IgG     |
|                  | Sigma/Atlas antibodies #HPA024331  | IF: 1/500     |         |
| <i>H4K16ac</i>   | Rat mAb to H4 Lys 16 acetylation   | FCA: 1/500    | IgG     |
|                  | Cell Signaling Tech #13534         |               |         |
| <i>B-TUBULIN</i> | Rabbit pAb to beta-Tubulin         | WB: 1/4000    | IgG     |
|                  | Novus Biologicals #NB600-936       |               |         |
| <i>PLZF</i>      | Mouse mAb to PLZF (ZBTB16)         | IF: 1:200     | IgG     |
|                  | Santa Cruz Biotechnology #sc-28319 |               |         |
| <i>SOX9</i>      | Goat pAb to SOX9                   | IF: 1:50      | IgG     |
|                  | R&D Systems #AF3075                |               |         |

How the deposited data were processed for this re-analysis (not part of the article)

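Single-cell RNA sequencing was analysed for 1 library, of THY1+ enriched testis cells pooled from 3 Zscan2+/+ mice at postnatal day 8. The Zscan2−/− library was not analysed here, so no comparison between genotypes was made. The authors aligned the reads to the mouse mm10 transcriptome with Cell Ranger and deposited UMI counts per gene and cell barcode without normalization; mm10 is the assembly GRCm38, that of the GENCODE annotation used for gene positions. The shallowest barcode had 2655 UMIs.

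Cells were kept with at least 500 genes, under 10% mitochondrial UMIs and no doublet call by scrublet in scanpy 1.11.5 (expected doublet rate 0.01, seed 0). Scrublet called 4 of 970 barcodes and did not call the barcode with 3604 Hba-a1 UMIs. With Seurat 5.3.0 in R 4.3.3, genes found in at least 3 cells were kept, counts were log-normalized to 10000 UMIs per cell, variable genes were chosen by the mean.var.plot method, and cells were clustered with 14 principal components at a resolution of 0.5. Cells of clusters with somatic markers were left out and the germ cells were clustered again.

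The marker lists were set before the data were examined, but the rule that turns them into names was not, and 2 rules were tried. The first took the class whose markers had the highest mean log2 ratio of summed CPM between the cluster and the other cells. It named the largest germ cell cluster after red blood cells because of 1 barcode rich in hemoglobin UMIs. The second, used throughout, compares the mean over cells of log-normalized marker expression, so that 1 cell weighs little in the score. The top 10 genes of germ cell clusters were still ranked by summed CPM. Through these genes 1 cell could still decide whether a cluster stayed unnamed. It was chosen after the outcome of the first was seen and before its own outcome was seen, and the first is reported as an alternative. Under the rule used, a cluster stayed unnamed with fewer than 3 of its markers detected in 10% of its cells, with more markers than its own from another class of the same step among its top 10 genes (germ cell clusters were held against the germ cell classes only), with a low depth and none of its markers among those genes, or when there was no other cluster to compare it with.

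Levels are sums of UMIs over the cells of a class per 1000000 UMIs of that class (CPM), with exact Poisson intervals. Ratios have exact conditional binomial intervals and shares exact binomial intervals, all at a 95% level and for counting error only. Cells are not replicates, so no p-values were computed. The genes named are those the paper names for these data, apart from 1 gene whose results are not reported here, and, per class, the 5 genes with the largest ratio of CPM over the other germ cells among genes with a UMI in at least 25% of the class and at least 100 UMIs in all germ cells, leaving out the named genes, the markers and ribosomal protein genes. For shares of cells with a UMI, cells were also thinned to 5000 UMIs.

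On simulated cells of 3 known classes, with 27998 genes of which 200 were changed beside the markers, 100% of 300 cells received the right name, and 93.0% of the intervals for the 200 changed genes in the comparison of 2 simulated classes held the true ratio. The simulated classes were more separate than cells along a continuous transition are. All cells of a simulated class were drawn from the same profile, with its markers raised. Right names and coverage were therefore largely built in. The simulation checks the code and not how the names or intervals hold for cells that vary within a class. The 18 alternatives set before the data were examined cover the filters, variable genes, principal components, resolution, clustering method, selection of germ cells, denominator and thinning, and 5 more were added after values had been seen: the count split, the count split without cells of somatic clusters, leaving out the hemoglobin-rich barcode, the first naming rule, and holding the names of germ cell clusters against the markers of all classes. Z scores of the siRNA screen were read from the paper's supplementary dataset; the sheets of cluster markers and of differentially expressed genes were not used here.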

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

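The tests on free RNA, on overlapping genes and on the Sertoli-like clusters were chosen after the values were seen; the test on germ cell markers in somatic cells with a Zscan2 UMI was set before its value was seen. Somatic cells were left out of the paper's analysis.

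Zscan2 had 20 UMIs in 20 of the 596 somatic cells, or 3.73 CPM (exact Poisson interval 2.28 to 5.76). The ratio of somatic over germ cell CPM was 0.669 (interval 0.361 to 1.21), whereas it was 0.0241 at the median of 6 germ cell markers and 0.0978 for the highest, Taf4b. Free RNA from germ cells would give Zscan2 a ratio near those of the markers, so this value argues against it. In the somatic cells with a Zscan2 UMI, the germ cell markers were at 0.704 times their level in the other somatic cells (interval 0.189 to 1.84, from 4 UMIs), which argues against germ cells or doublets among them. The number of annotated genes that overlap Zscan2 is 0. Reads shared with other zinc finger genes were not tested and stay open. By class the level was 2.18 CPM in Sertoli-like, 4.26 CPM in stromal-like and 8.10 CPM in peritubular myoid-like cells, from 5, 7 and 6 UMIs, with overlapping intervals. The low level in somatic cells may be expression outside the germline, as a hypothesis from 20 UMIs of 1 library. The paper's other evidence points to germ cells. By qRT-PCR it found much less Zscan2 transcript in testes of W/Wv mice, which lack germ cells, and attributes testis expression largely to germ cells. It judged antibody staining of adult Sertoli cells nonspecific, since the staining remained in Zscan2−/− sections. No biological explanation was tested here.

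Uchl1, a marker of differentiating spermatogonia in the paper, had 204 CPM (interval 172 to 241) in 1 Sertoli-like cluster of 78 cells, 6.69 times its level in the other 177 Sertoli-like cells (interval 4.80 to 9.46). No cell of that cluster held more than 14 Uchl1 UMIs, and its median depth of 7907 UMIs was below the 8253 and 10445 of the other 2 clusters. Free RNA or doublets from germ cells would raise Dazl by a like factor, but Dazl was at 0.436 times its level in the other Sertoli-like cells (interval 0.149 to 1.06). The cluster was not sought in advance, a large difference somewhere among many genes and clusters can arise by selection, and no biological explanation was tested.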

How the results depend on the processing

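The count split, with and without cells of somatic clusters, the omission of the barcode rich in hemoglobin, the naming of clusters from summed CPM and the check of names against the markers of all classes were chosen only after values were seen. No paired analysis was possible because 1 library was analysed.

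Of the values that answer a comparison, 103 stayed within their interval or within 1.5 times under an alternative and 31 left it. Among ratios and shares of single genes 487 stayed, 79 left it and 4 changed sign where the interval of the reported ratio excluded 0. Where that interval included 0, the sign has no firm direction, and it changed 12 times for the Zscan2 ratio of progenitor-like over differentiating-like cells (-0.06, with alternatives from -1.33 to 0.27) and 30 times among 7 ratios of other genes. Leaving ribosomal protein genes out of the variable genes removed 0 genes and tests nothing, and keeping doublets left the germ cells as they were. The means per germ cell were compared with the counting error of a large sum, which is very narrow.

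The log2 ratio of Zscan2 in SSC-like over progenitor-like cells was negative in the 17 alternatives that gave one and ranged from -1.28 to -0.43, within the interval of the reported value. A resolution of 0.3, a mitochondrial limit of 5% and naming from summed CPM gave no ratio with SSC-like cells.

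With a limit of 5% mitochondrial UMIs, 442 cells and 67 germ cells were kept, with 7362 UMIs and 2262 genes per germ cell, and the germ cells formed 1 cluster, which stayed unnamed. With no limit, the means were 16633 UMIs and 3881 genes and the progenitor-like share was 19.1%. The means were 17061 UMIs and 3933 genes with at least 200 genes per cell, and 17161 UMIs and 3987 genes both with at least 1000 genes per cell and with 2000 variable genes by vst. For cells kept by a UMI of Ddx4 or Dazl they were 15772 UMIs and 3779 genes. At a resolution of 0.3 there were 2 clusters, with 0% SSC-like and 59.9% progenitor-like cells, and at 1.2 the shares were 13.9% and 42.6%. Leaving cell cycle genes out of the variable genes gave a progenitor-like share of 19.4%, and the count split gave an SSC-like share of 29.1%. Without the cells of somatic clusters that the split had placed among germ cells, 12 of them SSC-like, the shares were 26.5% SSC-like and 29.9% progenitor-like. The log2 ratio of Lhx1 in progenitor-like over differentiating-like cells changed sign to -1.79 without a mitochondrial limit and to -1.19 with variable genes by vst. The causes were not tested.

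Naming clusters from summed CPM, the first of 2 rules tried, kept 136 germ cells with 11534 UMIs and 3125 genes, 0% SSC-like, 42.6% progenitor-like and 30.1% differentiating-like cells. The log2 ratios of progenitor-like over differentiating-like cells changed sign to 0.34 for Stra8 and 1.58 for Uchl1. This rule left the largest germ cell cluster out of the germ cells, so the classes compared were made of fewer cells.

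Held against the markers of all classes, a progenitor-like cluster had more hemoglobin genes than progenitor markers among its top 10 genes in 13 of the 16 settings with such a cluster, the reported one included, and would have stayed unnamed; in the reported setting this would leave no ratio with progenitor-like cells. Without the barcode rich in hemoglobin this held in 1 setting, that with at least 200 genes per cell. At a resolution of 0.3 the cluster then had 1 SSC marker and 0 progenitor markers among those genes. Under the rule used, that would leave it unnamed.

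The depth limits what can be said of Zscan2, with 31 UMIs in all germ cells, and of Msl2, with 24. The boundary between SSC-like and progenitor-like cells moved with the settings above.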

Differences from the paper's values

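The naming of clusters from summed CPM and the count split, with and without cells of somatic clusters, were chosen after values were seen. So were the omission of the barcode rich in hemoglobin and the check of names against the markers of all classes. The other alternatives were set before the data were examined. The paper's numbers of UMIs, genes and clusters are over both genotypes and those here over the Zscan2+/+ library.

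The paper reports 593 Zscan2+/+ spermatogonia, and 324 germ cells were kept here. Keeping cells by a UMI of Ddx4 or Dazl gave 410, within 1.5 times of the paper's number; none of the other alternatives set before the data were examined did.

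The paper's mean is 10818 UMIs per cell, against 17145 here. A limit of 5% mitochondrial UMIs gave 7362 and cells kept by a UMI of Ddx4 or Dazl gave 15772, both within 1.5 times of the paper's value, as did naming from summed CPM with 11534, a rule whose outcome had been seen. None of the other alternatives set before the data were examined closed the gap. Over all 970 barcodes, before any filter, the mean was 11709 UMIs. That mean includes somatic cells, which the paper states it left out. The somatic cells here had a lower mean, 8991.5 UMIs. Whether cells of somatic clusters were among the paper's cells was not tested, so the gap stays unexplained.

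The paper finds 7 clusters and 4 were found here. A resolution of 0.8 gave 5 and a resolution of 1.2 gave 6, within 1.5 times of the paper's number, unlike the other alternatives.

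For progenitors the paper shows about 180 Zscan2+/+ cells in Fig. 6E, read by eye, against 79 here. A resolution of 0.3 gave 194 and one of 1.2 gave 138, within 1.5 times, and the other alternatives did not reach it. In both settings the progenitor-like clusters, of 194 cells and of 77 and 61 cells, had 0 progenitor markers among their top 10 genes, and those of 194 and 77 cells had 2 hemoglobin genes there. For differentiating spermatogonia it shows about 260 cells in Fig. 6E, read by eye, against 133 here, and none of the alternatives set before the data were examined closed the gap. For SSCs it shows about 150 cells, read by eye, against 112 here, within 1.5 times. These are numbers of cells from totals of 593 in the paper and 324 here. A gap in a class can therefore repeat the gap in the total, and shares of the classes were not compared. The 194 progenitor-like cells at a resolution of 0.3 were 59.9% of germ cells.

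The paper gives Zscan2 its highest level in SSCs, with lower levels in progenitors and then in differentiating spermatogonia. Here it had 3.68 CPM in SSC-like, 6.91 CPM in progenitor-like and 7.21 CPM in differentiating-like cells, with overlapping intervals. None of the alternatives that gave a ratio placed it higher in SSC-like than in progenitor-like cells. These alternatives regroup the UMIs of the same library and are not independent. The interval of the log2 ratio, -2.39 to 0.54, leaves either order possible. The paper's order is from dot plots of its own classes, while the values here are summed UMIs.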

Other observations

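The tests on the ranking of factors in the screen were chosen only after the result was seen; the test on the expression of the screened factors was set before.

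Among the factors the paper follows up from its screen, Chd4 had 506 CPM in SSC-like, 393 CPM in progenitor-like and 328 CPM in differentiating-like cells. Foxo1 had 107, 154 and 68.5 CPM in the same order. Crebbp had 135, 122 and 131 CPM and Ep300 20.9, 18.7 and 19.8 CPM. Srcap had 16.4, 12.4 and 13.8 CPM. Atf7ip had 35.2, 35.3 and 28.3 CPM. Mbd1 had 10.2, 9.68 and 10.8 CPM and Rb1 15.5, 12.4 and 17.4 CPM.

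The legend of Fig. 6C names Msl2 among progenitor markers, while the panel itself shows Msi2. Msl2 had 5.32 CPM in SSC-like and 4.84 CPM in progenitor-like cells and 13.2 CPM in somatic cells. Msi2 had 103 CPM in SSC-like and 163 CPM in progenitor-like cells, and took part in naming the classes.

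In the paper's screen of 1440 factors, the Z scores for ID4-eGFP Bright content correlated across factors with a mean r of 0.224 between the 3 adult cultures and 0.0517 between the 3 pup cultures, where the single r were -0.0315, 0.0328 and 0.154. Factors are not independent replicates. Of 10000 shuffles of factors within plates, 0 reached either mean, with a highest value of 0.0679 for adult and -0.0193 for pup cultures, which argues against the absence of any shared ranking, though that of the pup cultures was slight. For mean fluorescence intensity (MFI), the screen's other readout, the mean r was 0.188 between adult cultures and 0.0123 between pup cultures, where the single r were -0.108, 0.00981 and 0.135. Of 10000 shuffles of MFI, 0 reached either mean. In both readouts 1 pair of pup cultures had an r below 0. The values below 0 in the pup shuffles come from differences between plates, which the shuffles keep. No biological explanation of the difference between ages was tested.

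Of the screened factors, 1294 names (89.9%) matched 1291 genes of the Zscan2+/+ library, and 1145 of these (88.7%) had a UMI in germ cells. Their median was 10.6 CPM, against 2.52 CPM for random lists of protein coding genes, at percentile 100.0 of 10000 lists. The random lists were not matched on expression and hold many genes without UMIs.

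One progenitor-like barcode held 3604 of the 3703 Hba-a1 UMIs of all germ cells among its 12196 UMIs, with a scrublet score of 0.0157. Without it the log2 ratio of Zscan2 in SSC-like over progenitor-like cells was -0.92.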
